# The Role of Bmp- and Fgf Signaling Modulating Mouse Proepicardium Cell Fate

**DOI:** 10.3389/fcell.2021.757781

**Published:** 2022-01-04

**Authors:** Carlos Garcia-Padilla, Francisco Hernandez-Torres, Estefania Lozano-Velasco, Angel Dueñas, Maria del Mar Muñoz-Gallardo, Isabel S. Garcia-Valencia, Lledó Palencia-Vincent, Amelia Aranega, Diego Franco

**Keywords:** Bmp, Fgf, proepicardium, cell fate, heart development

## Abstract

Bmp and Fgf signaling are widely involved in multiple aspects of embryonic development. More recently non coding RNAs, such as microRNAs have also been reported to play essential roles during embryonic development. We have previously demonstrated that microRNAs, i.e., miR-130, play an essential role modulating Bmp and Fgf signaling during early stages of cardiomyogenesis. More recently, we have also demonstrated that microRNAs are capable of modulating cell fate decision during proepicardial/septum transversum (PE/ST) development, since over-expression of miR-23 blocked while miR-125, miR-146, miR-223 and miR-195 enhanced PE/ST-derived cardiomyogenesis, respectively. Importantly, regulation of these microRNAs is distinct modulated by Bmp2 and Fgf2 administration in chicken. In this study, we aim to dissect the functional role of Bmp and Fgf signaling during mouse PE/ST development, their implication regulating post-transcriptional modulators such as microRNAs and their impact on lineage determination. Mouse PE/ST explants and epicardial/endocardial cell cultures were distinctly administrated Bmp and Fgf family members. qPCR analyses of distinct microRNAs, cardiomyogenic, fibrogenic differentiation markers as well as key elements directly epithelial to mesenchymal transition were evaluated. Our data demonstrate that neither Bmp2/Bmp4 nor Fgf2/Fgf8 signaling is capable of inducing cardiomyogenesis, fibrogenesis or inducing EMT in mouse PE/ST explants, yet deregulation of several microRNAs is observed, in contrast to previous findings in chicken PE/ST. RNAseq analyses in mouse PE/ST and embryonic epicardium identified novel Bmp and Fgf family members that might be involved in such cell fate differences, however, their implication on EMT induction and cardiomyogenic and/or fibrogenic differentiation is limited. Thus our data support the notion of species-specific differences regulating PE/ST cardiomyogenic lineage commitment.

## Introduction

Bmp and Fgf signaling are widely involved in multiple aspects of embryonic development (Ornitz and Itoh, 2015; Ornitz and Marie, 2015; Wu et al., 2016; Graf et al., 2016; Salazar et al., 2016; Zinski et al., 2018; Xie et al., 2020; Mossahebi-Mohammadi et al., 2020). Within the developing cardiovascular system, Bmp and Fgf signaling plays essential roles in the determination and specification of the cardiogenic progenitors (Cohen et al., 2007; Hutson et al., 2010; Tirosh-Finkel et al., 2010; Razy-Krajka et al., 2018) as well as in other cardiovascular morphogenetic events such as valve development (Zhao B. et al., 2007; Cushing et al., 2008; Zhang et al., 2010; Zhang et al., 2012). In particular, the role of Bmp and Fgf has also been reported during the formation of the proepicardium/septum transversum (PE/ST) (Torlopp et al., 2010), providing signaling cues to direct the pericardial mesoderm to either proepicardial or myocardial fate (Kruithof et al., 2006; van Wijk et al., 2009). In this context, Bmp2 stimulates cardiomyocyte formation while Fgf2 stimulates epicardial differentiation in chicken embryos. Importantly, there are several discrepancies as whether the PE/ST is capable of giving rise to myocardial cells in mice (Cai et al., 2008; Zhou et al., 2008) as well as whether proepicardial cells are already committed to give rise to distinct cell types such as fibroblasts, endothelial and/or smooth muscle cells at this early developmental stage (Merki et al., 2005; Cai et al., 2008; Zhou et al., 2008; Red-Horse et al., 2010).

Bmp and Fgf signaling have been reported to be modulated by microRNAs (Wang et al., 2010; Icli et al., 2013; Lu et al., 2013; Gan et al., 2016; Pravoverov et al., 2019). In particular, during early cardiac progenitor differentiation, miR-130 has been reported to modulate Fgf8-Bmp2 signaling (Lopez-Sanchez et al., 2015a), providing an intricate regulatory feedback mechanism between with these growth factors and miR-130 that defines the temporal and spatial cues of cardiomyogenic lineage differentiation. More recently we have reported that over-expression of distinct microRNAs in chicken PE/ST, particularly miR-195 and miR-223, influenced cell fate determination of the PE cells, leading to increased formation of myocardial cells, a process that is dependent of Smurf1 and Smad3 (Dueñas et al., 2020). Importantly, miR-195 is distinctly modulated by Bmp and Fgf signaling, supporting a role of this microRNA in the Bmp- and Fgf-directed PE cell specification (Dueñas et al., 2020).

However, scarce evidences are reported as whether Bmp and Fgf signaling plays a role in PE development in mice (Li et al., 2017; Shah et al., 2017). In this context, it is important to highlight that mouse and chicken morphogenesis displayed substantial differences. In mice, two bilateral PE anlage are formed that subsequently fused in the embryonic midline to provide a single PE (Torlopp et al., 2010) while in chicken two anlagen are also formed but only the right-sided one is finally fully developed (Schlueter et al., 2006; Schulte et al., 2007; Schlueter and Brand, 2009; Schlueter and Brand, 2013). While the signalling pathways driving PE development have been substantially characterized (Schlueter et al., 2006; Schulte et al., 2007; Schlueter and Brand, 2009; Schlueter and Brand, 2013), our current understanding of the molecular mechanisms directing murine PE development is still incipient. In addition, epicardial colonization of the embryonic myocardium is also distinctly achieved between chicken and mice (Perez-Pomares et al., 1998; Vrancken Peeters et al., 1999; Manner et al., 2001; Perez-Pomares et al., 2002; Hirose et al., 2006). Furthermore, to date, no evidence of the functional role of discrete microRNAs have been reported regarding the development of the PE in mice, yet deletion of the *Dicer* processing enzyme highlighted their importance (Singh et al., 2011).

In this study, we dissected the functional role of Bmp and Fgf signaling during mouse PE/ST development, their implication regulating post-transcriptional modulators such as microRNAs and their impact on lineage determination. Mouse PE/ST explants, epicardial and endocardial cell cultures were distinctly administrated Bmp and Fgf family members. qPCR analyses demonstrates that Bmp and Fgf family members distinctly regulate microRNAs with potential to inhibit or to enhance PE/ST-derived cardiomyogenic differentiation. Surprisingly, neither those microRNAs with inducing capacity nor the cardiomyogenic inducing capacity previously documented in chicken PE/ST explants was recapitulated in mouse PE/ST explants, supporting the notion of specific-specific differences in PE/ST mouse and chicken development and lineage commitment response.

## Materials and Methods

### Isolation of Proepicardium/Septum Transversum Explants

Experimental protocols were performed in agreement with the Spanish law in application of EU Guidelines for animal research. These protocols conformed to the Guide for Care and Use of Laboratory Animals, published by the US National Institutes of Health (NIH publication no. 85–23). Approved consent of the Ethic Committee of the University of Jaen was obtained prior to the initiation of the study. CD1 pregnant female mice were obtained at embryonic day (ED) 9.5. Embryos were removed from the uterus using iredectomy scissors and placing them into Earle’s balanced salt solution (EBSS) (Gibco). PE/ST were manually dissected and transferred to EBSS solution. Subsequently they were placed into DMEM culture medium, cultured in hanging drops until appropriately treated with different growth factors and/or transfection agents as detailed below.

### EPIC and MEVEC Cell Cultures

Inmortalized embryonic endocardial MEVEC (D’Amato et al., 2016) and epicardial EPIC (Ruiz-Villalba et al., 2013) cells (6 × 10^5^ cells per well) were cultured in DMEM medium supplemented with 10% fetal bovine serum, 100 U/mL penicillin, 100 μg/ml streptomycin and 200 nM of l-glutamine in 100 cm^2^ culture disk at 37°C in a humidified atmosphere of 5% CO_2_, respectively. Cells were fed every 2–3 days. Sub-cultured cells were treated with different growth factors (50 ng/μL) as detailed below for 24 h.

### Growth Factor Administration

PE/ST explants were treated for 24 h with Bmp2, Bmp4, Bmp6, Bmp7, Bmp10, Fgf2, Fgf5, Fgf7, Fgf8 and Fgf10 (Peprotech, East Brunswick, NJ, United States), respectively, as reported by Dueñas et al. (2020). Tissue explants were collected and processed according for qPCR and/or immunohistochemistry. Each experimental condition was carried out in isolated tissues from at least 20 embryos. In all cases, 3–5 independent biological replicates were analyzed.

### MicroRNA Transfections

Mouse E9.5 PE explants were cultured on collagen gels for 24 h at 37°C in a cell culture incubator before pre-miRNAs (microRNA precursors) administration as previously reported (Bonet et al., 2015; Dueñas et al., 2020). Pre-miRNAs (Thermo-Fisher) transfections were carried out with Lipofectamine 2000 (Invitrogen), following the manufacturer’s guidelines. Briefly, 85 nM of pre-miRNA were applied to the explants (3–5 explants per well) for 24 h. After incubation, explants were processed for immunohistochemical (IHC) analyses. Negative controls, i.e. E9.5 PE explants treated only with Lipofectamine, were run in parallel. To perform IHC analyses, the explants were fixed with 1% PFA for 2 h at 4°C, rinsed for three times in PBS during 10 min, and stored in PBS at 4°C. Each experimental condition was carried out in isolated tissues from at least 20 embryos. In all cases, 3–5 independent biological replicates were analyzed.

### Immunofluorescence Analyses by Confocal Laser Scanning Microscopy

Immunofluorescence analyses were performed as previously reported (Bonet et al., 2015; Dueñas et al., 2020). Briefly, control and experimental mouse E9.5 PE explants were collected after the corresponding treatment, rinsed in PBS for 10 min at room temperature, and fixed with 1% PFA for 2 h at 4°C. After fixation, the samples were rinsed three times (10 min each) in PBS at room temperature and then permeabilized with 1% Triton X-100 in PBS for 30 min at room temperature. To block nonspecific binding sites, PBS containing 5% goat serum and 1% bovine serum albumin (Sigma) was applied to the explants overnight at 4°C. As primary antibody, a polyclonal goat anti-cardiac troponin I (Hytest) was used, diluted (1:200) in PBS, and applied to each culture overnight at 4°C. Subsequently, the samples were rinsed three times (for 1 h each) in PBS to remove excess primary antibody and incubated overnight at 4°C with Alexa-Fluor 546 anti-goat (1:100; Invitrogen) as secondary antibody. After incubation with the secondary antibody, the explants were rinsed as described above. Finally, the explants and/or epicardial cell cultures, respectively, were incubated with phalloidin (1:1,000; Thermo-Fisher) overnight, and DAPI (1:1,000; Sigma) for 7 min at room temperature and rinsed three times in PBS for 5 min each. Explants were stored in PBS in darkness at 4°C until analyzed using a Leica TCS SP5 II confocal scanning laser microscope.

### RNA Isolation and qPCR Analyses

All RT-qPCR experiments followed MIQE guidelines (Bustin et al., 2001) and similarly as previously reported (Bonet et al., 2015; Lozano-Velasco et al., 2015; Dueñas et al., 2020). Briefly, RNA was extracted and purified by using Trizol reactive (Invitrogen) according to the manufacturer’s instructions. For mRNA expression measurements, 1 μg of total RNA was used for retro-transcription with Maxima First Strand cDNA Synthesis Kit for RT-qPCR (Thermo Scientific). Real time PCR experiments were performed with 1 μL of cDNA, SsoFast EvaGreen mix and corresponding primer sets. For microRNA expression analyses, 20 ng of total RNA was used for retrotranscription with Universal cDNA Synthesis Kit II (Qiagen) and the resulting cDNA was diluted 1/80. Real time PCR experiments were performed with 1 μL of diluted cDNA, ExiLENT SYBR Green master mix (Qiagen) and corresponding primer sets. microRNA primers were purchased from ThermoFisher and mRNA primers were custom designed using Primer3 software (Supplementary Table S1). All qPCRs were performed using a CFX384TM thermocycler (Bio-Rad) following the manufacturer’s recommendations. The relative level of expression of each gene was calculated as described by Livak and Schmittgen (2001) using *Gapdh* and *Gusb* as internal control for mRNA expression analyses and *5S* and *6U* for microRNA expression analyses, respectively. Each PCR reaction was carried out in triplicate and repeated in at least three distinct biological samples to obtain representative means.

### Statistical Analyses

For statistical analyses of datasets, unpaired Student’s t-tests were used, as previously reported (Bonet et al., 2015; Dueñas et al., 2020). Significance levels or *p* values are stated in each corresponding figure legend. *p* < 0.05 was considered statistically significant.

### Mouse Lines and Tissue Collection

Previously described Wt1^GFP/+^ mice used in this study (Cano et al. 2013). Pregnant Wt1^GFP/+^ female mice were harvested to E9.5 and to E10.5, respectively. E9.5 PE were manually dissected, pooled and stored in liquid nitrogen until used. E10.5 EE was FACS-sorted as previously described, pooled and stored in liquid nitrogen until used. At least 3-5 litters were used on each developmental stage until sufficient tissues was collected that would guarantee optimal RNA isolation.

### miRNAseq Library Preparation, Sequencing and Proccesing of FastQ Files

500 pg of total RNA were used to generate barcoded miRNA-seq libraries using the *Bioo NEXTflex Small RNA* (BiooScientific). Briefly, 3′ and 5′ SR adapters were first ligated to the RNA sample. Next, reverse transcription followed by PCR amplification was used to enrich cDNA fragments with adapters at both ends. Adapter-ligated cDNA fragments from different samples were pooled and run in a 6% polyacrilamide gel. The 147 nt band, corresponding to the pooled miRNA libraries, was purified from the gel. Finally, the quantity and quality of the pooled miRNA libraries were determined using the Agilent 2100 Bioanalyzer High Sensitivity DNA chip. Libraries were sequenced on a HiSeq 2500 (Illumina) and processed with RTA v1.18.66.3. FastQ files for each sample were obtained using bcl2fastq v2.20.0.422 software (Illumina). Sequencing reads were aligned to the mouse reference genome (mm10) with HISAT2 v2.10.0 (Kim et al., 2015) and then extracted the miRNA counts with featureCounts (Liao et al., 2014) and miRBase (Kozomara and Griffiths-Jones 2014) GFF3 for mouse. Raw counts were normalized with TPM (Transcripts per Million) and TMM (Trimmed Mean of M-values) methods, transformed into log2 expression [log2 (rawCount+1)] and compared to calculate fold-change and corrected pValue. The limits for the differential expression were Log2FC > 0.584 (1.5x) and corrected p Value <0.05. Only miRNAs detected in the three replicates of any condition were use in the analysis. These data are uploaded into Gene Expresssion Onmibus platform with accession number GSE189344.

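Small RNA was sequenced from PE at E9.5 and EE at E10.5 in 3 libraries per stage. Since every PE library came from dissected and every EE library from sorted tissue, stage and way of collection cannot be told apart. The deposited values are whole-number counts per mature miRNA. The PE libraries held 152075, 119708 and 121628 counts and the EE libraries 56842, 52661 and 35576, so that 3 counts, the floor used for a count of 0, amount to 20.7 to 28.2 CPM (counts scaled by the TMM-adjusted library total) in PE and 50.4 to 74.5 CPM in EE. TMM factors were computed from these counts, and the 295 miRNAs with at least 1 count in all 3 libraries of either stage were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and the paper's limits. Of these, 83 were higher in PE and 11 were higher in EE. miR-375-3p, an miRNA of endocrine and epithelial cells, was at 8455 ± 453 CPM (SD, n = 3) in PE and 5.60 ± 9.71 CPM (SD, n = 3) in EE (adjusted p = 0.00121 from edgeR). Of 57 miRNAs of the imprinted Dlk1-Dio3 locus, 27 were higher in PE and 30 did not pass (also 27 when adjusted over the list alone, and 26 with miR-299a-3p and miR-299b-5p, which had identical counts, taken once). Without PE1, 5 of the 57 were higher in PE, and with no filter 16. The list was also set against all other miRNAs with camera, a test of a whole list, at a preset correlation between members (adjusted p = 7.44e-05, and adjusted p = 0.0795 with an estimated correlation). The estimate, 0.0086, lay below the preset 0.01, so correlation between the members of the list does not account for the higher adjusted p. These miRNAs took 36.9% to 42% of the counts in PE and 14.8% to 17.3% in EE, and among them miR-409-3p had a log2 fold change of -2.09 and miR-541-5p one of -1.35. miR-122-5p, the main miRNA of liver cells, was at 5587 ± 1554 CPM in PE and 50.4 ± 87.4 CPM in EE, with counts identical to those of miR-122b-3p in all 6 libraries, and its call was lost without PE1 (adjusted p = 0.0663). Of 12 tested let-7 miRNAs, which accumulate as cells differentiate, 2 were higher in EE (also 2 when adjusted over the list alone, camera adjusted p = 0.0214, and adjusted p = 0.27 with an estimated correlation), and the camera call was lost without PE1, EE1 (adjusted p = 0.144) or EE2 (adjusted p = 0.0567). The calls of these 2, let-7c-5p and let-7i-5p, were lost without PE1. That of let-7i-5p was also lost without PE2, PE3 or EE1, with no filter, and with the replicate number as a block. miR-351-5p and miR-483-5p, higher in EE, had log2 fold changes of 1.86 and 3.13. The numbers higher in PE and EE were 7 and 3 without PE1, 132 and 8 without PE3, 67 and 6 without EE1, 53 and 10 without EE2, and 78 and 18 without EE3. They were 83 and 22 with DESeq2, 34 and 4 with no filter, 53 and 8 with the filterByExpr filter, and 16 and 5 with the replicate number as a block.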

### mRNAseq Library Preparation, Sequencing and Proccesing of FastQ Files

First 2.5 ng of total RNA were used to amplify the cDNA using the *SMART-Seq v4 Ultra Low Input RNA Kit* (Clontech-Takara). 1 ng of amplified cDNA was used to generate barcoded libraries using the *Nextera XT DNA library preparation kit* (Illumina). Basically, cDNA is fragmented and adapters are added in a single reaction followed by an amplification and clean up. The size of the libraries was checked using the Agilent 2100 Bioanalyzer High Sensitivity DNA chip and their concentration was determined using the Qubit® fluorometer (ThermoFisher Scientific). Libraries were sequenced on a HiSeq 2500 (Illumina) and processed with RTA v1.18.66.3. FastQ files for each sample were obtained using bcl2fastq v2.20.0.422 software (Illumina). Sequencing reads were aligned to the mouse reference transcriptome (mm10 v92) and quantified with RSem v1.3.1 (Li and Dewey 2011). Raw counts were normalized with TPM (Transcripts per Million) and TMM (Trimmed Mean of M-values) methods, transformed into log2 expression [log2 (rawCount+1)] and compared to calculate fold-change and corrected pValue. The limits for the differential expression were Log2FC > 0.584 (1.5x) and corrected pValue <0.05. Only mRNAs detected in three transcriptomes were use in the analysis. These data are uploaded into Gene Expresssion Onmibus platform with accession number GSE189344.

### Heatmap Representation

Normalized RNAseq data were graphically plotted as heatmaps using Morpheus software (https://software.broadinstitute.org/morpheus/).

## Results

### miR-195 and miR-223 Does Not Enhance Proepicardium-Derived Cardiogenesis in Mice

Previous reports in our laboratory demonstrated that ectopic administration of miR-195 and miR-223, respectively, enhanced cardiomyogenesis in PE/ST explants in chicken (Dueñas et al., 2020). We now tested whether this process is also occurring in mouse PE/ST explants. As depicted in Figure 1A, mouse PE/ST explants were dissected and treated with miR-195 and miR-223, respectively, for 24 h and subsequently fixed for confocal image analyses. Analyses of cardiomyocyte terminal differentiation marker cardiac troponin demonstrate that neither miR-195 nor miR-223 enhanced cardiomyogenesis in mouse PE/ST explants (Figures 1B–E).

**FIGURE 1:**
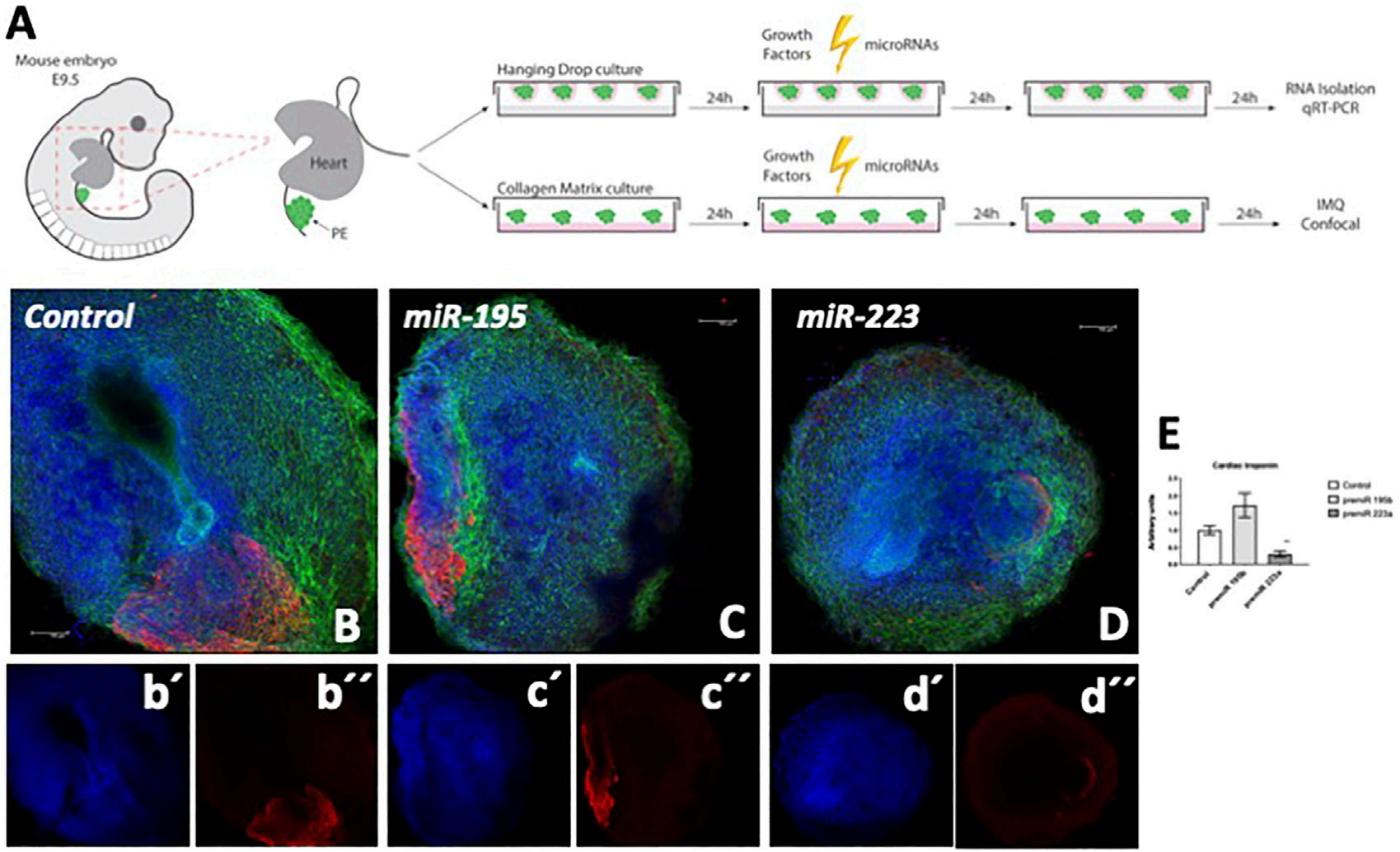
Panel **(A)** Schematic representation of the experimental design of mouse PE/ST isolation, transfection with microRNAs or growth factor administration and subsequent analyses. Panels **(B–D)** Confocal microscopy analyses of cardiac troponin expression (red) in mouse E9.5 PE/ST explants treated with control **(B)** miR-195 mimics **(C)**, miR-223 mimics (D), respectively. Single channel confocal images of Dapi and cardiac troponin are depicted for control (b´, b´´), miR-195 (c´, c´´) and miR-233 (d´, d´´) treated explants, respectively. Panel **(E)** displays quantitation of mean cardiac troponin positive areas in each experimental condition (*n* = 5). Note that the cardiac troponin expression is similarly observed in miR-195 treated explants and controls, while a significant decreased in miR-223 treated explants is observed. Blue (DAPI), phalloidin (green).

### Bmp and Fgf Signalling in Mouse PE E9.5 Explants

We have previously reported that Bmp and Fgf family members, can distinctly modulate the expression of microRNAs that can differently modulate PE/ST-derived cardiomyogenesis. Thus, we have administered Bmp2, Bmp4, Fgf2 and Fgf8 to mouse E9.5 PE explants and tested the expression of distinct microRNAs previously involved in PE cell determination in chicken. Bmp2 administration eliminated miR-100 expression, increased miR-195b expression while miR-23b, miR-27b, miR-125a, miR-125b, miR-146b, miR-195a and miR-223 displayed no significant differences (Figure 2). Bmp4 administration increased miR-23b, miR-27b, miR-100 and miR-195a, eliminated miR-223 while no significant differences were observed for miR125a, miR-125b and miR-195b (Figure 2). Of note, miR-125a miR-125b and miR-146b display an enhanced trend but reached no statistical significance. Fgf2 administration increased miR-23b, miR-27b, miR-146b, miR-195a and miR-195b, while no changes were observed for miR-100, miR-125a, miR-125b and miR-223 (Figure 1). Finally, Fgf8 administration leads to increase of miR-23b, miR-100, miR-146b, miR-195a, miR-195b and miR-223, but no significant differences on miR-27b, miR-125a and miR-125b expression (Figure 2). Overall, these data demonstrate that distinct Bmp and Fgf family members can differentially modulate those microRNAs that significantly enhanced cardiomyogenesis (miR-195a, miR-195b and miR-223), those that mildly enhanced it (miR-125a, miR-125b and miR-146b) and those that do not enhance or even inhibit it (miR-23b, miR-27b and miR-100). Surprisingly, enhanced miR-195a, miR-195b and/or miR-223 is similarly observed for Bmp2/Bmp4 *vs* Fgf2/Fgf8 in mouse PE/ST explants, in contrast to our previous findings in chicken PE/ST, suggesting clear species-specific differences.

**FIGURE 2:**
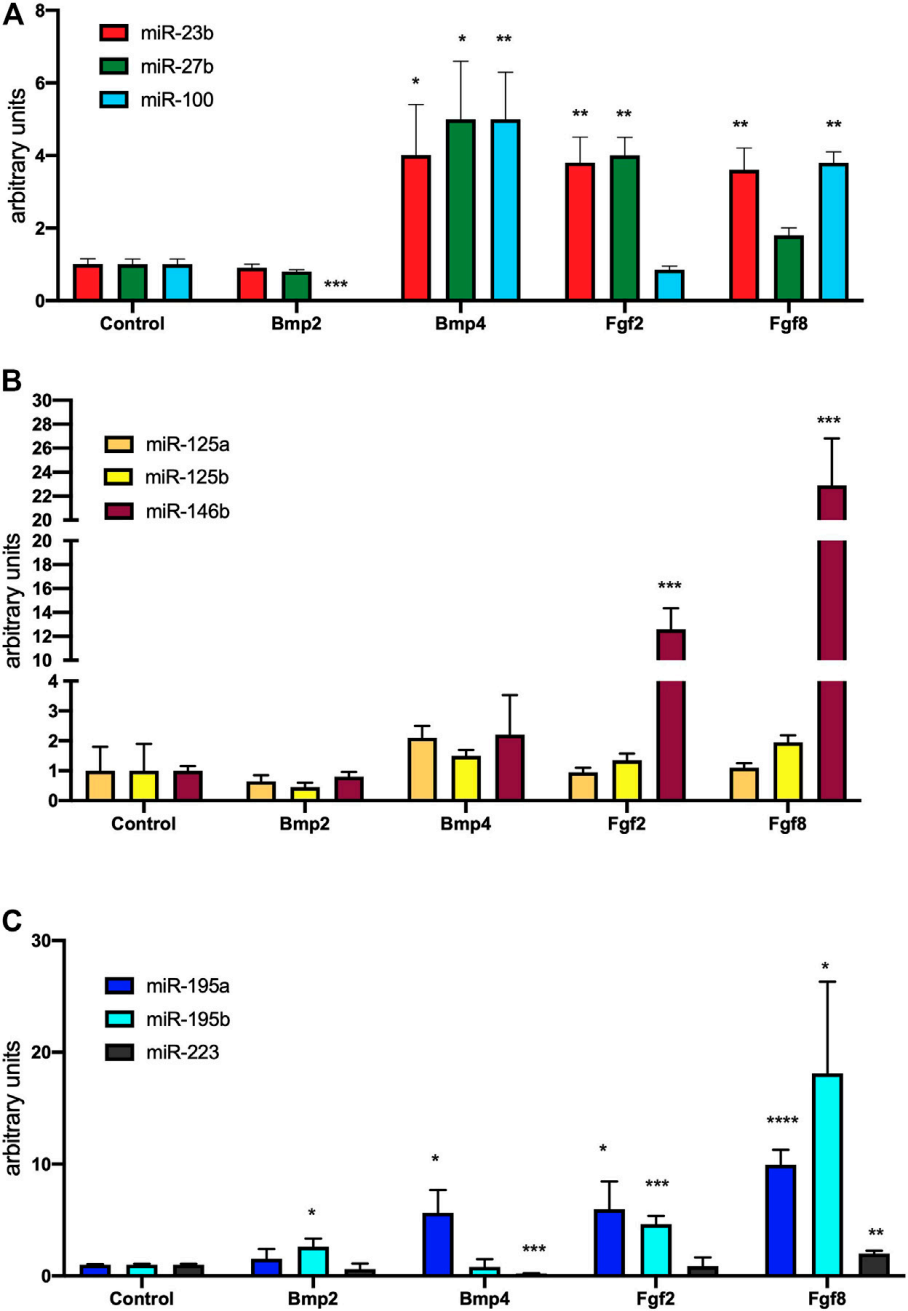
Panel **(A)** RT-qPCR analyses of miR-23b, miR-27b and miR-100 expression after control, Bmp2, Bmp4, Fgf2 and Fgf8 treatments, respectively, to mouse E9.5 PE/ST explants. Panel **(B)** RT-qPCR analyses of miR-125a, miR-125b and miR-146b expression after control, Bmp2, Bmp4, Fgf2 and Fgf8 treatments, respectively, to mouse E9.5 PE/ST explants. Panel **(C)** RT-qPCR analyses of miR-195a, miR-195b and miR-223 expression after control, Bmp2, Bmp4, Fgf2 and Fgf8 treatments, respectively, to mouse E9.5 PE/ST explants. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

We subsequently tested if these growth factors could influence the expression of molecular markers involved in early (Mef2c, Nkx2.5, Gata4, Srf) and terminal (Tnnt2) differentiation of cardiomyogenesis. Bmp2 administration significantly increased Mef2c and Gata4 expression, Nkx2.5 and Tnnt2 were decreased and Srf displayed no significant differences (Figure 3A). Bmp4 and Fgf2 administration decreased Nkx2.5 and Tnnt2 while no significant differences were observed for the other markers analyzed (Figure 3A). Fgf8 administration did not modify any of the markers analyzed (Figure 3A). Importantly, analyses of fibrogenesis (Col1a1) and epithelial to mesenchymal transition (EMT) (Snail1, Snail2, Cdh5) markers were not significantly modulated by any of these growth factors, i.e. Bmp2, Bmp4, Fgf2, and Fgf8 (Figure 3B) while epicardial markers such as Wt1, Tcf21 and Tbx18 were either inhibited and/or not modified. Only Fgf8 administration significantly increased Tcf21 and Tbx18 expression (Figure 3B).

**FIGURE 3:**
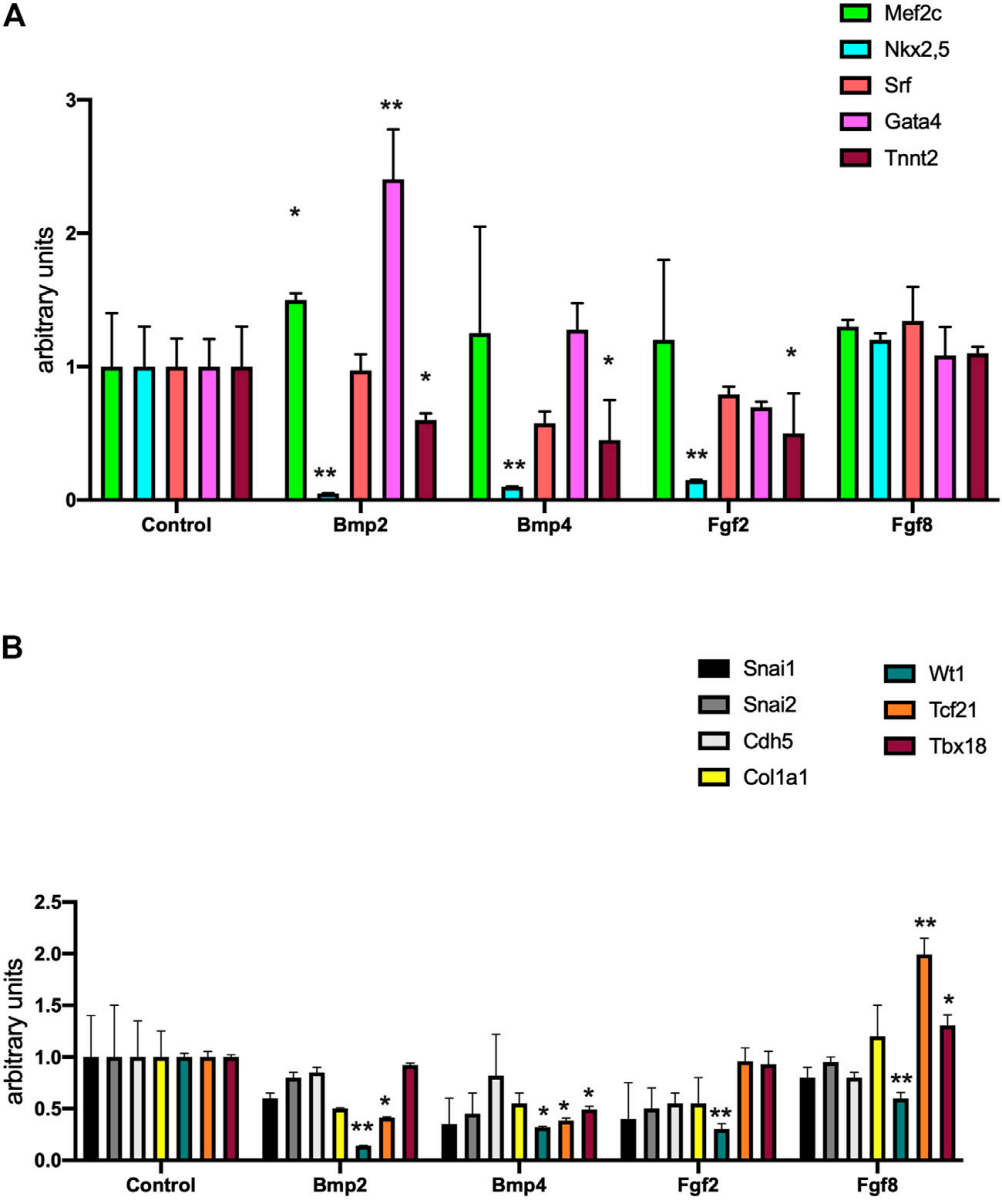
Panel **(A)** RT-qPCR analyses of Mef2c, Nkx2.5, Srf, Gata4 and Tnnt2 expression after control, Bmp2, Bmp4, Fgf2 and Fgf8 treatments, respectively, to mouse E9.5 PE/ST explants. Panel **(B)** RT-qPCR analyses of Snai1, Sna2, Cdh5, Col1a1, Wt1, Tcf21 and Tbx18 expression after control, Bmp2, Bmp4, Fgf2 and Fgf8 treatments, respectively, to mouse E9.5 PE/ST explants. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Differential Expression of Bmp and Fgf Family Members in Mouse PE/EE Transition

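Messenger RNA of the proepicardium (PE), the cell cluster at the venous pole of the heart tube that gives rise to the epicardium, was sequenced at E9.5, and that of the embryonic epicardium (EE) at E10.5. There were 3 libraries per stage, each from a separate pool of embryos. PE was dissected by hand while EE was FACS-sorted, so that stage and way of collection change together and cannot be told apart. The paper names the mice as Wt1GFP/+, and the submitters' labels name the strain as Wt1Cre-EGFP. The cDNA was amplified with the SMART-Seq v4 kit, which does not mark the strand. Reads of a gene thus cannot be told from those of a gene overlapping it on the other strand. How the counting treated such reads is not known here, so an overlap may have added or removed counts. The deposited values are whole-number counts per gene. For this step the paper names RSEM, while the submitters' processing notes name Trim Galore, STAR and featureCounts. The PE libraries held 23054165, 25206684 and 25814015 counts and the EE libraries 24481780, 22810844 and 18464362. Genes with at least 1 count numbered 24548, 24520 and 24842 in PE and 22186, 23335 and 18763 in EE. EE3, the library with the fewest, lay apart from the other EE libraries on the second principal component, which held 22.2% of the variance. The stages were compared from these counts, as for the miRNAs, with edgeR's quasi-likelihood test over the 23853 genes with at least 1 count in at least 3 of the 6 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.584, which are the limits of the paper's methods. Fold changes are given as EE over PE, and levels as TMM-normalized CPM. Of the genes tested, 1159 were higher in PE and 1078 were higher in EE. With DESeq2 these numbers were 1924 and 1734, and with library size alone in place of TMM they were 1500 and 927. Without PE2 they were 470 and 595, and without PE3 they were 501 and 563.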

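Markers of the epicardium were higher at E10.5. Of 21 epicardial markers, 16 were higher in EE and 5 did not pass the test (17 higher in EE when adjusted over the list alone). Upk1b, which encodes a uroplakin of the mesothelium, rose from 106.5 ± 25.0 CPM (SD, n = 3) in PE to 3283 ± 1056 CPM (SD, n = 3) in EE, a log2 fold change of 4.95 (standard error 0.302, adjusted p = 4.75e-05 from edgeR). Tcf21 and Tbx18, transcription factors of epicardial cells, had log2 fold changes of 2.01 and 1.69. Wt1, the gene whose locus names the reporter line, had a log2 fold change of 2.06. EE was sorted from embryos of this line. If the sort took cells by the Wt1 reporter, higher Wt1 and other epicardial markers in EE would follow from that selection. Markers of liver progenitors were higher at E9.5. Of 20 hepatoblast markers, 19 were higher in PE and 1 did not pass (20 higher in PE when adjusted over the list alone). Afp, the fetal serum protein alpha-fetoprotein, was at 2098 ± 704 CPM in PE and 18.6 ± 21.9 CPM in EE, and Ttr, which encodes the carrier transthyretin, at 389 ± 47.2 and 2.27 ± 1.63 CPM. Of 12 genes of the septum transversum and sinus venosus, 7 were higher in PE and 5 did not pass (8 higher in PE and 1 higher in EE when adjusted over the list alone). Among those higher in PE were the pacemaker channel gene Hcn4, with a log2 fold change of -3.34, and Tbx5, with -1.33. Of 16 endothelial and endocardial markers, 9 were higher in PE and 1, Npr3, was higher in EE (12 and 1 when adjusted over the list alone). Of 20 cardiomyocyte markers, 10 were higher in EE and 10 did not pass (15 higher in EE when adjusted over the list alone). Myl2, the ventricular myosin light chain gene, was at 5.14 ± 2.79 CPM in PE and 287 ± 66.8 CPM in EE. With camera at the preset correlation, the adjusted p was 3.06e-17 for epicardial, 3.63e-20 for hepatoblast, 9.86e-05 for septum transversum and sinus venosus, 8.5e-05 for endothelial and 5.67e-10 for cardiomyocyte markers. Only the epicardial list kept its call with an estimated correlation (adjusted p = 0.0191), whereas the adjusted p with an estimated correlation was 0.116 for hepatoblast, 0.114 for septum transversum and sinus venosus, 0.244 for endothelial and 0.244 for cardiomyocyte markers.

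**Figure D1:**
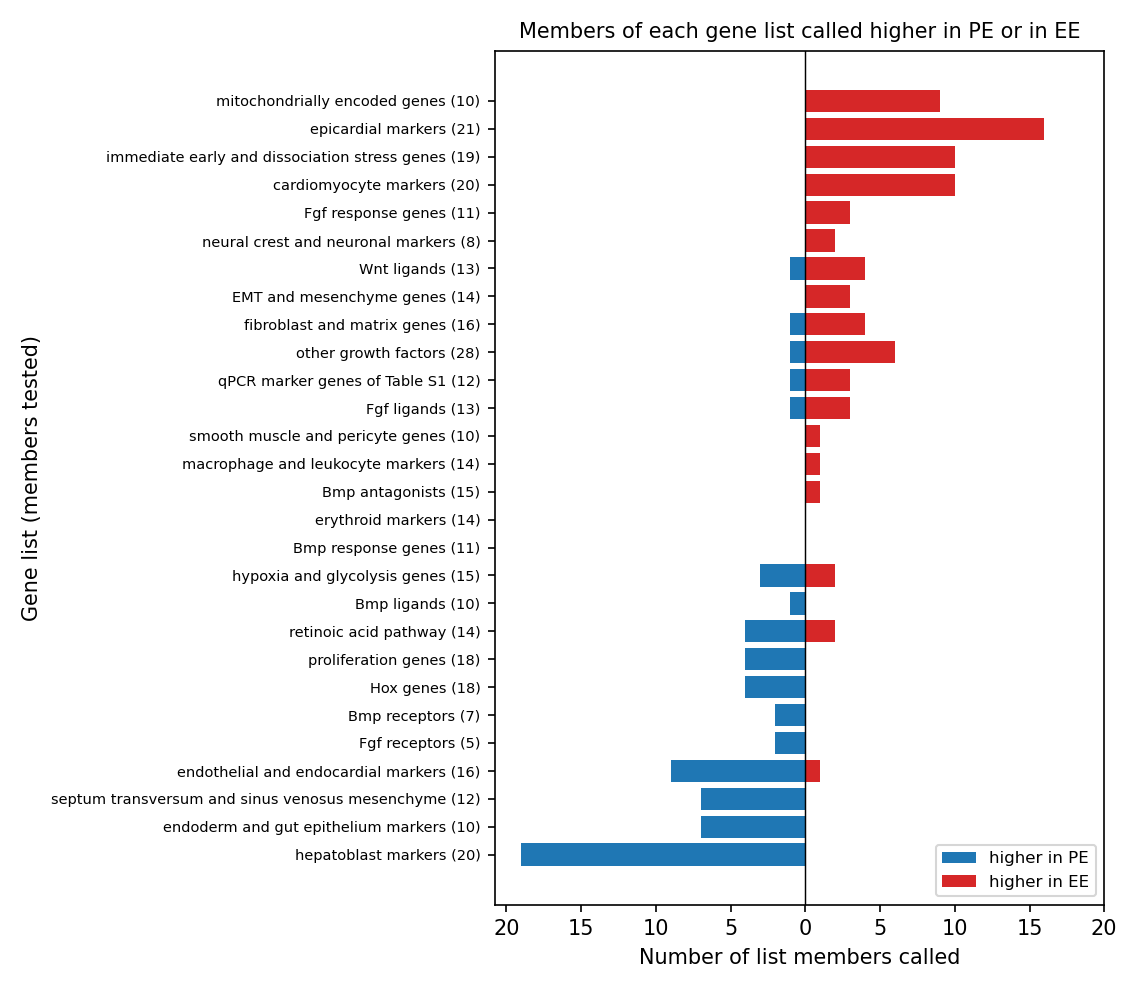
Number of members of each gene list called higher in PE (left of 0) or higher in EE (right of 0), with the number of members tested in brackets. A list of sex-linked genes is left out. The 19 hepatoblast markers higher in PE and the 16 epicardial markers higher in EE form the longest bars.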

Given the fact that Bmp2, Bmp4, Fgf2 and Fgf8 distinct modulate microRNA expression and cardiomyogenic lineage determination in chicken and mouse PE/ST, and given the divergent morphogenetic events that occur between these two species, we took advantage of our recent performed comprehensive analysis of coding and non-coding RNA differential gene expression in mouse E9.5 proepicardium vs E10.5 embryonic epicardium to unravel the gene regulatory networks involved in PE to EE transition to search for novel Bmp and Fgf members that might be involved in this process (Franco et al., in preparation). Importantly, differential expression of growth factors during these developmental conditions have unraveled Bmp4, Bmp5, Bmp7, and Bmp10 are highly expressed in the PE at E9.5 while Bmp2, Bmp3 and Bmp6 display enhanced expression at E10.5 embryonic epicardium (Figure 4). 

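Of 10 Bmp ligand genes tested, 1, Bmp10, was higher in PE and 9 did not pass the test. Bmp10, a ligand of the developing heart, was at 5.88 ± 2.13 CPM (SD, n = 3) in PE and 1.15 ± 0.249 CPM (SD, n = 3) in EE. Its log2 fold change was -2.35 (standard error 0.453, adjusted p = 0.0114 from edgeR). When adjusted over the list alone, 2 were higher in PE, Bmp10 and Bmp7. Bmp7 had a log2 fold change of -0.87 (standard error 0.270, adjusted p = 0.0771), Bmp4 one of -0.73 (adjusted p = 0.151) and Bmp5 one of -0.60 (adjusted p = 0.288). Bmp2 had a log2 fold change of 1.07 (adjusted p = 0.115 from edgeR) and Bmp6 one of 1.48 (adjusted p = 0.127). Bmp3 had 10, 0 and 0 counts in the PE libraries and 10, 0 and 4 counts in the EE libraries. In the same libraries, 7 of 10 endoderm and gut epithelium markers were higher in PE (9 when adjusted over the list alone, 4 without EE2, camera adjusted p = 9.66e-09, and adjusted p = 0.114 with an estimated correlation). These markers took 0.0397% to 0.0542% of the counts in PE and 0.000511% to 0.00206% in EE. With DESeq2, Bmp2 (adjusted p = 0.0374), Bmp6 (adjusted p = 0.0458) and Bmp7 (adjusted p = 0.00988) passed beside Bmp10, and with library size alone Bmp7 passed (adjusted p = 0.0486). The call of Bmp10 was lost without PE2 (adjusted p = 0.0576) or PE3 (adjusted p = 0.0693), while Bmp6 passed without EE3 (adjusted p = 0.0367).

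**Figure D2:**
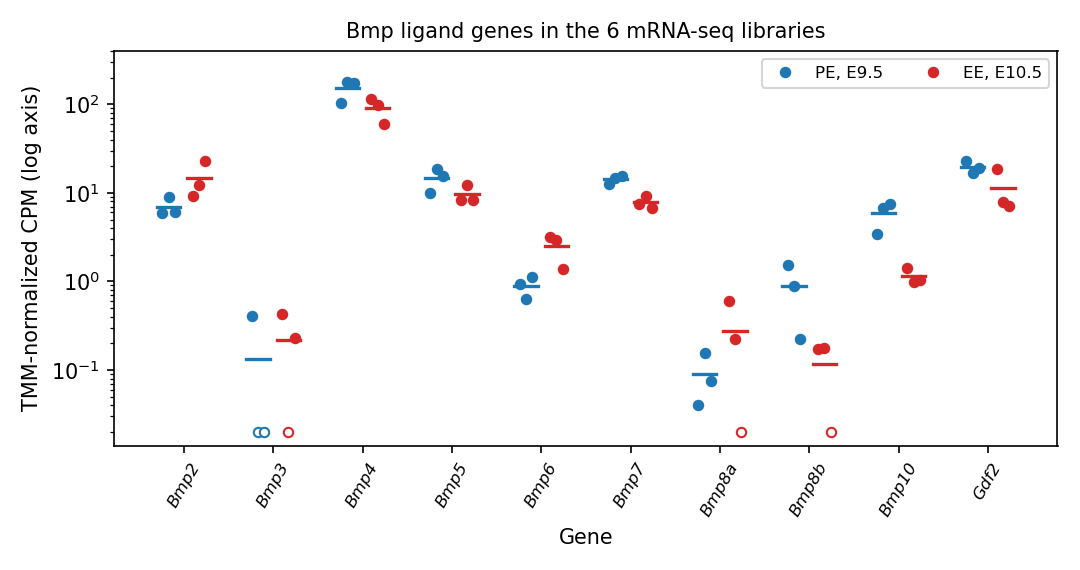
TMM-normalized CPM of the Bmp ligand genes on a log axis, with 1 point per library (PE at E9.5 in blue, EE at E10.5 in red) and a line at the mean of each stage. Open points at the bottom mark libraries with 0 counts. The points of Bmp7, Bmp8b and Bmp10 lie higher in every PE library than in any EE library, and those of Bmp2 and Bmp6 the other way round. Only Bmp10 was called.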

In line with previous reports in chicken PE development, Bmp2 and Bmp4 are distinctly expressed during PE/EE development, but in addition novel Bmp members are also identified during mouse PE that were unnoticed during chicken development, such as Bmp5, Bmp7 and Bmp10 that might plays significant roles during PE/EE transition. Similarly, Fgf5, Fgf7, Fgf10, Fgf11 and Fgf12 are highly expressed in the PE at E9.5 while Fgf1, Fgf2, Fgf5, Fgf9 and Fgf18 display enhanced expression at E10.5 embryonic epicardium (Figure 4). 

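Bmp4 had the highest CPM of the Bmp ligand genes tested in each library, with 151.9 ± 41.3 CPM (SD, n = 3) in PE and 91.3 ± 29.1 CPM (SD, n = 3) in EE. Bmp5 was at 14.7 ± 4.39 CPM in PE and 9.71 ± 2.27 CPM in EE, and Bmp7 was at 14.3 ± 1.43 CPM in PE and 7.81 ± 1.27 CPM in EE. Bmp2 was at 7.00 ± 1.71 CPM in PE and 14.8 ± 7.11 CPM in EE. Gdf2, which encodes the ligand also known as Bmp9, was at 19.5 ± 2.98 CPM in PE and 11.2 ± 6.51 CPM in EE, with an adjusted p of 0.233 from edgeR, and it passed without EE1 (adjusted p = 0.0263). In GRCm38, Bmp4 lies on chromosome 14 from 46383520 to 46390669, Bmp2 on chromosome 2 from 133552159 to 133562885, Bmp7 on chromosome 2 from 172868012 to 172940321 and Bmp10 on chromosome 6 from 87428994 to 87437677. Bmp5 lies on chromosome 9 from 75775364 to 75900310, and 46.7% of its exon bases overlap a gene annotated on the other strand, Gm26903. From the expression in PE, the paper proposes that Bmp5, Bmp7 and Bmp10 might play roles in the PE to EE transition.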

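Of 13 Fgf ligand genes tested, 1 was higher in PE, 3 were higher in EE and 9 did not pass the test, with the same numbers when adjusted over the list alone. The list also holds Fgf11, Fgf12, Fgf13 and Fgf14 of the intracellular Fgf subfamily, and none of these was called. Fgf10, a mesenchymal ligand of Fgfr2, was at 30.8 ± 12.5 CPM (SD, n = 3) in PE and 4.24 ± 3.096 CPM (SD, n = 3) in EE. Its log2 fold change was -2.86 (standard error 0.527, adjusted p = 0.00937 from edgeR). Fgf18 rose from 0.442 ± 0.228 CPM in PE to 7.80 ± 3.39 CPM in EE, a log2 fold change of 4.12 (standard error 0.560, adjusted p = 0.00205). Fgf1 had a log2 fold change of 3.15 (standard error 0.488, adjusted p = 0.00397) and Fgf9, a mitogen made by the epicardium, one of 2.00 (standard error 0.382, adjusted p = 0.0109). Fgf7 had a log2 fold change of -2.83 (adjusted p = 0.180), Fgf2 one of 3.03 (adjusted p = 0.183), Fgf11 one of -0.93 (adjusted p = 0.361), Fgf12 one of -0.15 (adjusted p = 0.933) and Fgf5 one of -0.09 (adjusted p = 0.899). Of the exon bases of Fgf2, 13.2% overlap other genes, Nudt6 on the other strand among them. In the same libraries, hepatoblast markers took 0.427% to 0.872% of the counts in PE and 0.0167% to 0.0565% in EE. Fgf7 passed without EE2 (adjusted p = 0.0231) and Fgf2 without EE3 (adjusted p = 0.0188), and the sign of the fold change of Fgf12 turned without PE1, EE1 or EE3 and that of Fgf5 without EE1.

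**Figure D3:**
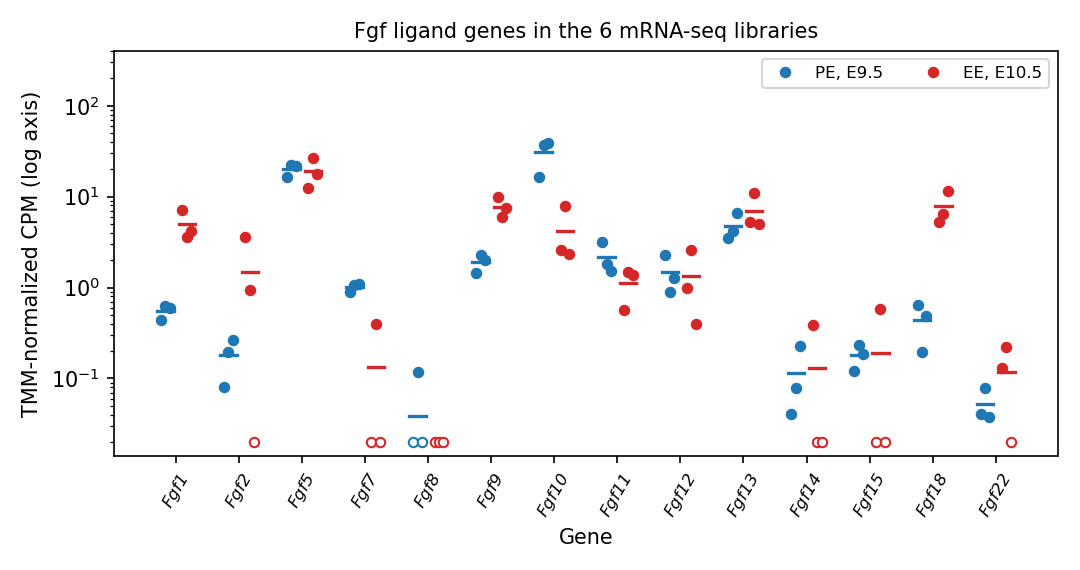
TMM-normalized CPM of the 13 tested Fgf ligand genes and of Fgf8 on a log axis, with 1 point per library (PE at E9.5 in blue, EE at E10.5 in red) and a line at the mean of each stage. Open points at the bottom mark libraries with 0 counts. Fgf1, Fgf9 and Fgf18 lie higher in every EE library than in any PE library, and Fgf10 the other way round. Fgf7 and Fgf11, which were not called, lie as Fgf10 does.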

Surprisingly, Fgf8 was not detected in our RNAseq analyses, pointing out to differential Fgf expression during PE/EE development in chicken and mice. Furthermore, our data also unraveled novel Fgf members that might be potentially involved in mouse PE/EE development, such as Fgf5, Fgf7, Fgf10, Fgf11 and Fgf12.

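Fgf8 had 3 counts in PE2 and 0 counts in the other 5 libraries, so it did not enter the test. It lies on chromosome 19 of GRCm38 from 45736798 to 45742915. With a floor of 3 counts, a count of 0 allows up to 0.121 CPM in PE1, 0.112 CPM in PE3, 0.130 CPM in EE1, 0.133 CPM in EE2 and 0.171 CPM in EE3. These floors cover counting error only. A level of Fgf8 below these floors is not excluded by the counts of 0.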

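Fgf5 was at 20.1 ± 3.06 CPM (SD, n = 3) in PE and 18.9 ± 6.97 CPM (SD, n = 3) in EE. Fgf11 was at 2.16 ± 0.862 CPM in PE and 1.13 ± 0.495 CPM in EE, and Fgf12, a member of the intracellular Fgf subfamily, was at 1.48 ± 0.701 CPM in PE and 1.32 ± 1.12 CPM in EE. Fgf7, known as keratinocyte growth factor, had 22, 27 and 29 counts in the PE libraries and 0, 9 and 0 counts in the EE libraries. In GRCm38, Fgf5 lies on chromosome 5 from 98254184 to 98277030, Fgf7 on chromosome 2 from 126034658 to 126091185, Fgf10 on chromosome 13 from 118669791 to 118792115, Fgf11 on chromosome 11 from 69796068 to 69801857 and Fgf12 on chromosome 16 from 28160098 to 28753068.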

**FIGURE 4:**
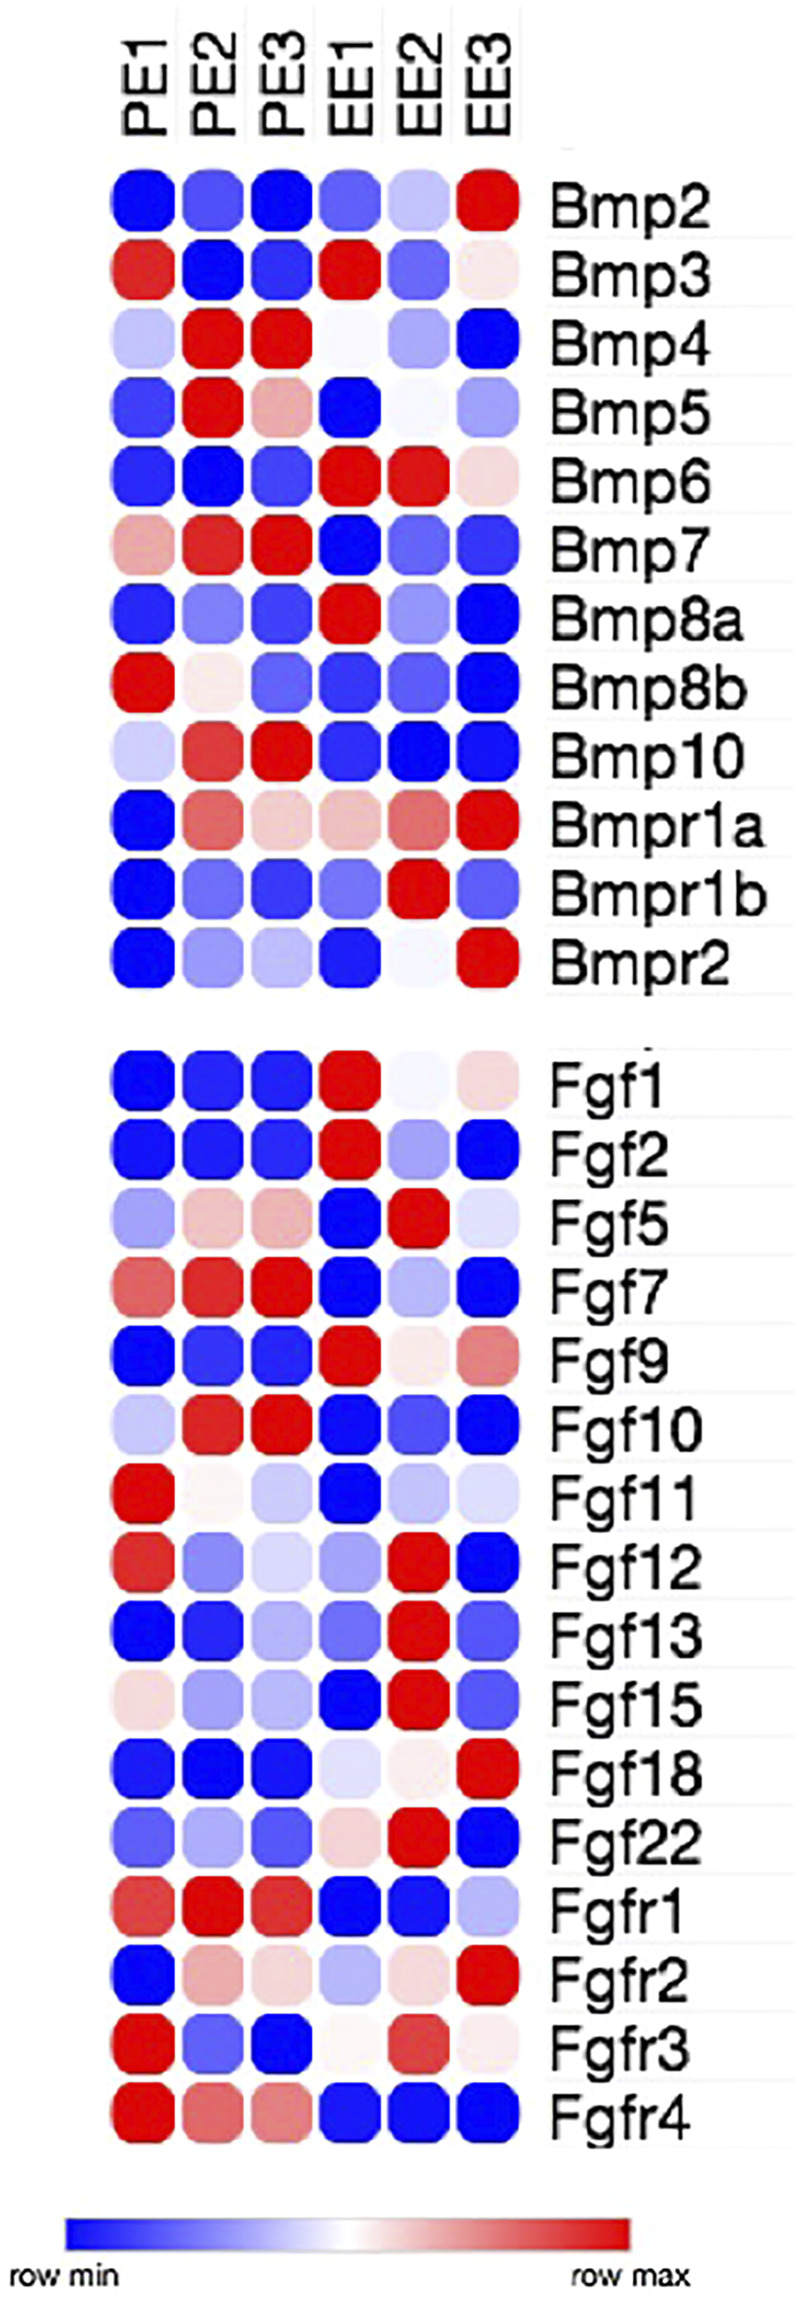
Heatmap representation of Bmp and Fgf family members expression as revealed by RNAseq analyses in mouse E9.5 PE (PE1, PE2 and PE3) and E10.5 embryonic epicardium (EE1, EE2 and EE3).

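Receptors of both families were measured in the same libraries. Of 5 Fgf receptor genes, 2 were higher in PE and 3 did not pass the test (also 2 higher in PE when adjusted over the list alone). Fgfr1 was at 20.1 ± 2.20 CPM (SD, n = 3) in PE and 6.59 ± 0.726 CPM (SD, n = 3) in EE, a log2 fold change of -1.61 (standard error 0.256, adjusted p = 0.00453 from edgeR). Fgfr4, which is also expressed in fetal liver, was at 9.00 ± 1.08 CPM in PE and 0.219 ± 0.199 CPM in EE (log2 fold change -5.26, adjusted p = 0.00172), in libraries where hepatoblast transcripts such as Fgb were at 777 ± 106 CPM in PE and 4.35 ± 5.86 CPM in EE. Fgfr2 had a log2 fold change of 0.13 (adjusted p = 0.806) and Fgfr3 one of 0.26 (adjusted p = 0.684), and the sign of the former turned without PE1. Fgf13 and Fgf15 had log2 fold changes of 0.55 and 0.11 and adjusted p-values of 0.477 and 0.972, and the sign of Fgf15 turned without PE1 or EE2. Fgf22 had 1, 2 and 1 counts in the PE libraries and 3, 5 and 0 counts in the EE libraries (adjusted p = 0.610). Of 11 Fgf response genes, 3 were higher in EE and 8 did not pass (4 higher in EE when adjusted over the list alone, camera adjusted p = 0.0149, and adjusted p = 0.169 with an estimated correlation), and without EE2 the camera call was lost (adjusted p = 0.0530). In the same libraries, 10 of 19 immediate early and dissociation stress genes were higher in EE (11 when adjusted over the list alone), Fos with a log2 fold change of 6.95 among them. Spry1, a feedback inhibitor of receptor tyrosine kinases, rose by a log2 fold change of 2.89 and Dusp6, a phosphatase of Erk, by 1.21. Genes on the other strand overlap 24.4% of the exon bases of Spry1, 13.9% of those of Fgfr3 and 25.7% of those of Fgf15. Of 7 Bmp receptor genes, 2, Acvrl1 and Acvr2b, were higher in PE (2 higher in PE and 1 higher in EE when adjusted over the list alone). Acvrl1, a receptor of endothelial cells, had a log2 fold change of -2.20 (adjusted p = 0.0190), and this call was lost without PE2, PE3 or EE1. Bmpr1a had a log2 fold change of 0.21, Bmpr1b one of 0.45 and Bmpr2 one of 0.25, and their adjusted p-values were 0.619, 0.456 and 0.647. Of 15 Bmp antagonist genes, 1, Nog, was higher in EE (also 1 when adjusted over the list alone). This call was lost when any library other than EE1 was left out, and with limma on log2(normalized count + 1). Of 11 Bmp response genes, 11 did not pass the test (also 11 when adjusted over the list alone). Bmp8a and Bmp8b had log2 fold changes of 1.58 and -2.81 and adjusted p-values of 0.494 and 0.143. Acvr2b and Dusp4, the third Fgf response gene called, each lost their call when any library other than EE3 was left out. With all libraries, both lost it with the replicate number as a block, and Dusp4 also with library size alone and with limma.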

### Novel Regulatory Roles of Bmp and Fgf Family Members During PE/ST Differentiation

To dissect the plausible signaling role these differentially expressed Bmp and Fgf family members during mouse PE/ST development, we administered Bmp6, Bmp7, Bmp10, Fgf5, Fgf7 and Fgf10 to mouse PE/ST explants and analyzed their role in microRNA and lineage specific expression. Bmp6 and Bmp7 administrated blunted expression of all microRNAs analyzed (miR-23b, miR-27b, miR-100, miR-125a, miR-125b, miR-146b, miR-195a, miR-195b and miR-223) (Figure 5). On the other hand, Bmp10 overexpression significantly enhanced miR-27b, miR-100, miR-125a, decreased miR-23b and while no differences were observed for the rest of microRNAs analyzed (miR-146b, miR-195a, miR-195b and miR-223) (Figure 5). Curiously, Fgf5 and Fgf7 administration also significantly decreased most of the microRNAs studied (miR-23b, miR-27b, miR-100, miR-146b, miR-195a, miR-195b and miR-223), while no significant differences were observed for miR-125a and miR-125b (Figure 5). On the other hand, Fgf10 administration, significantly decreased miR-23b, miR-27b, miR-100, miR-195a and miR-223, significantly enhanced miR-125a, miR-125b and miR-146b and displayed no significant differences for miR-195b (Figure 5). Overall, all these data demonstrate that only Fgf10 and Bmp10 are capable of significantly modulate microRNA expression in mouse PE/ST explants. Surprisingly, none of them is nonetheless capable of enhancing those microRNAs robustly enhance cardiomyogenesis (i.e. miR-195a, miR-195b and miR-223), but they are capable of modulating those that mildly enhance cardiomyogenesis (i.e., miR-125a and miR-125b). Importantly, Bmp10, but not Fgf10 also enhance microRNA expression that leads to consistent cardiomyogenic blockage (miR-27b, miR-100).

**FIGURE 5:**
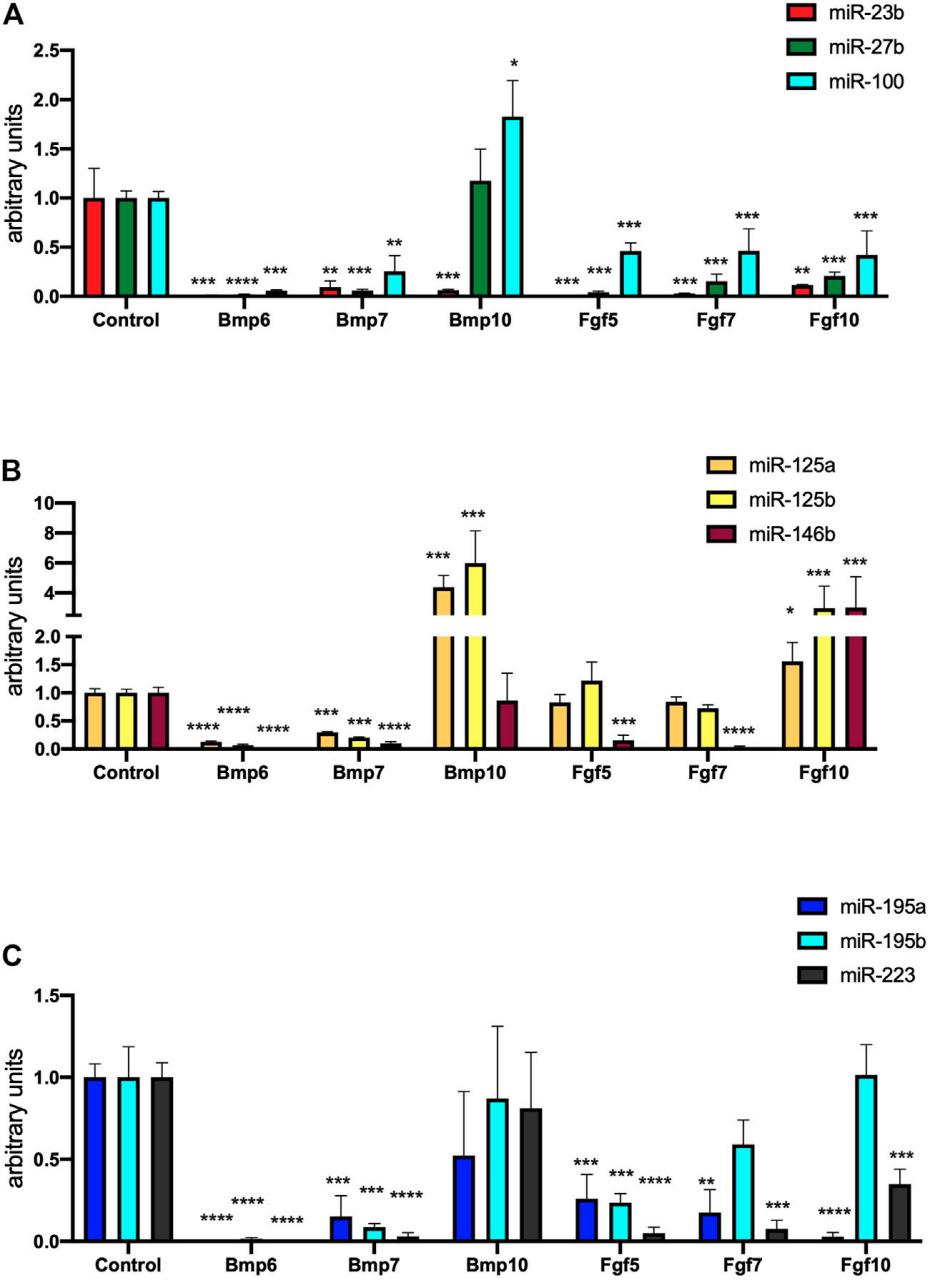
Panel **(A)** RT-qPCR analyses of miR-23b, miR-27b and miR-100 expression after control, Bmp6, Bmp7, Bmp10, Fgf5, Fgf7 and Fgf10 treatments, respectively, to mouse E9.5 PE/ST explants. Panel **(B)** RT-qPCR analyses of miR-125a, miR-125b and miR-146b expression after control, Bmp6, Bmp7, Bmp10, Fgf5, Fgf7 and Fgf10 treatments, respectively, to mouse E9.5 PE/ST explants. Panel **(C)** RT-qPCR analyses of miR-195a, miR-195b and miR-223 expression after control, Bmp6, Bmp7, Bmp10, Fgf5, Fgf7 and Fgf10 treatments, respectively, to mouse E9.5 PE/ST explants. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

We subsequently tested whether these growth factors can influence cardiomyogenic lineage determination. Bmp6 and Bmp7 significantly decreased Nkx2.5 expression while *Mef2c, Srf* and Gata4 were not significantly decreased. *Tnnt2*, a marker of cardiac terminal differentiation was significantly decreased by Bmp6 but not by Bmp7 administration (Figure 6A). Bmp10 enhanced expression of all cardiomyogenic markers except *Nkx2.5* and *Tnnt2*. Fgf5 and Fgf7 exclusively increased *Srf* expression while the other tested markers were either decreased (Nkx2.5) or not significantly altered (Mef2c, Gata4 and Tnnt2) (Figure 6A). Fgf10 administration resulted in downregulation of Mef2c, Nkx2.5 and Tnnt2, while only Gata4 was up-regulated and Srf displayed no significant differences (Figure 6A). Overall, these data demonstrate that although several of these growth factors can promote upregulation of several early molecular markers of cardiogenesis, none of them is capable of inducing terminal cardiomyocyte differentiation.

**FIGURE 6:**
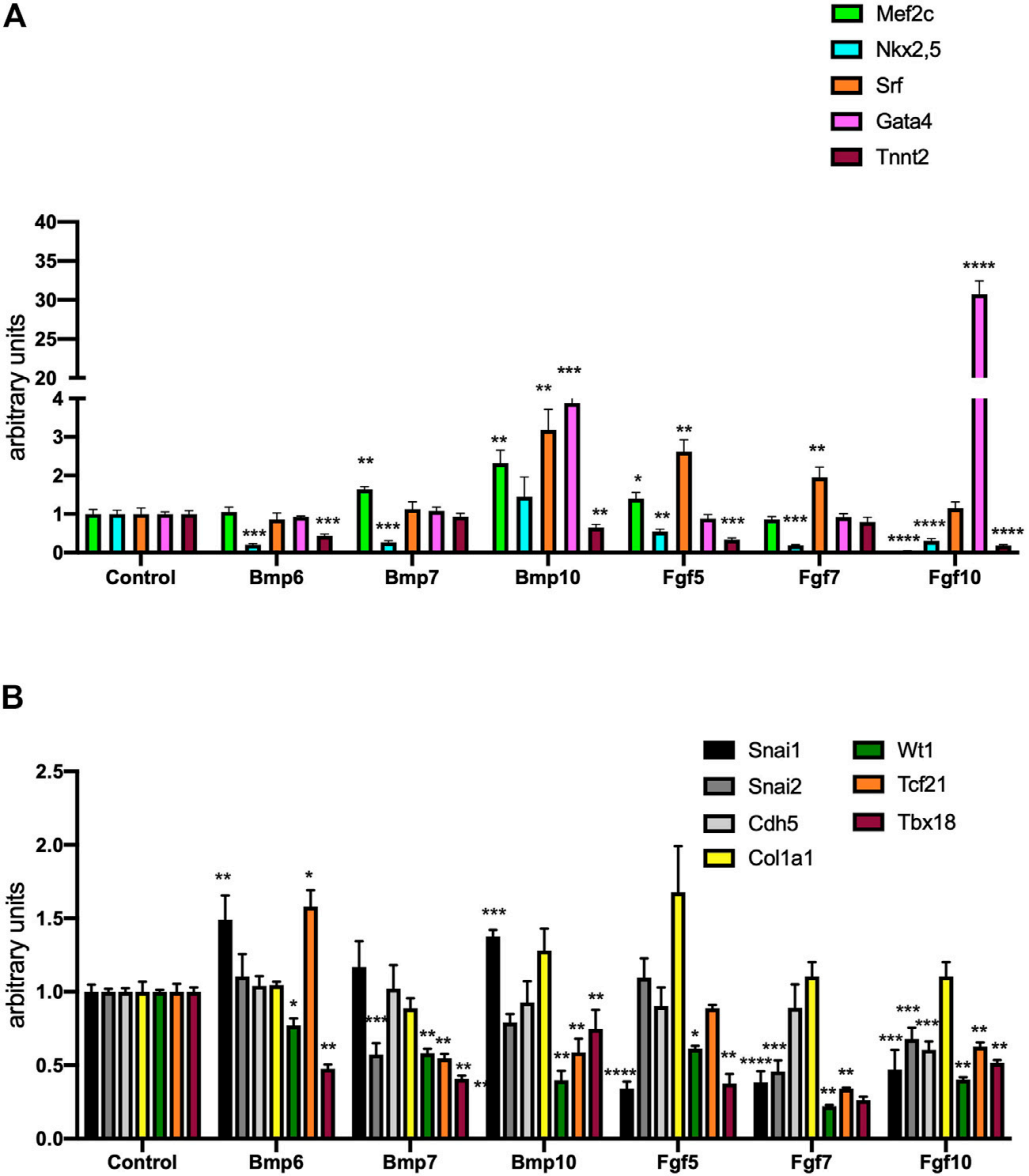
Panel **(A)** RT-qPCR analyses of Mef2c, Nkx2.5, Srf, Gata4 and Tnnt2 expression after control, Bmp6, Bmp7, Bmp10, Fgf5, Fgf7 and Fgf10 treatments, respectively, to mouse E9.5 PE/ST explants. Panel **(B)** RT-qPCR analyses of Snai1, Sna2, Cdh5, Col1a1, Wt1, Tcf21 and Tbx18 expression after control, Bmp6, Bmp7, Bmp10, Fgf5, Fgf7 and Fgf10 treatments, respectively, to mouse E9.5 PE/ST explants. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

We subsequently tested these growth factors can influence EMT and/or fibrogenesis. Bmp6 administration only enhance *Snai1* expression, while *Snai2*, Cdh5 and Col1a1 were not significantly altered (Figure 6B). Bmp7 only decreased Snai2, while Bmp10 only upregulated Snail1 and Col1a1. On the other hand, Fgf5, Fgf7 and Fgf10 significantly down-regulated Snail1, while Snail2 was also downregulated by Fgf7 and Fg10 administration **(** Figure 6B). In addition, Fgf5 upregulated Col1a1 and Fgf10 decreased Cdh5 expression (Figure 6B). Confocal imaging of mouse proepicardial explants treated with Fgf5, Fgf10, Bmp6 and Bmp10, respectively, demonstrate that such growth factors does not significantly promote EMT, in line with our qPCR data (Figure 7). In addition, we also demonstrated that epicardial markers such as Wt1, Tcf21 and Tbx18 were significantly down-regulated, except for Bmp6 administration that significantly increased Tcf21 expression (Figure 6B)**.** In summary, Bmp6 and Bmp10 might mildly enhanced EMT markers but Fgf5, Fgf7 and Fgf10 robustly inhibited them, while none of them effectively promote EMT in explant cultures. Furthermore, fibrogenesis was only up-regulated by Bmp10 and Fgf5.

**FIGURE 7:**
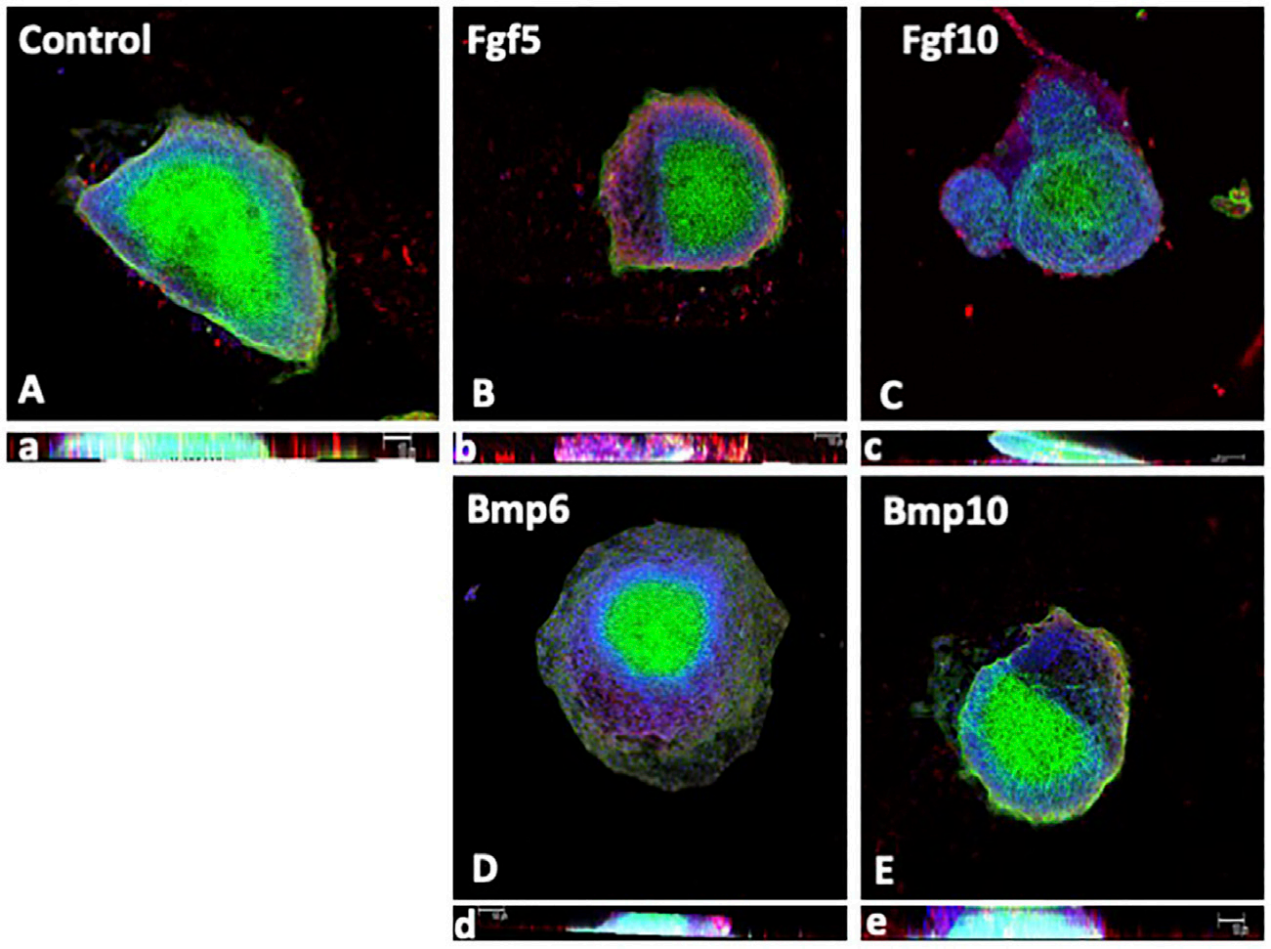
Panels **(A–E)** Confocal images of mouse E9.5 PE/ST explants after control **(A)**, Fgf5 **(B)**, Fgf10 **(C)**, Bmp6 **(D)** and Bmp10 **(E)** treatments, respectively. Note that treatment with Fgf5, Fgf10 and Bmp10 displays limited migration, similar to controls, while Bmp6 is significantly increased. Panels a–e represent Z-stack confocal views, respectively, where it can be observed that none of them display signs of EMT.

### Bmp and Fgf Signalling in Epicardial vs. Endocardial Cell Lineages

To further support the findings observed in *ex vivo* mouse PE/ST explants, we have administered Bmp2, Bmp4, Fgf2 and Fgf8 to two distinct cell lines, representing epicardial (EPIC; Ruiz-Villalba et al., 2013) and endocardial (MEVEC) cells and tested whether distinct microRNAs previously involved in PE cell determination are modulated by these growth factors. Bmp2 administration enhanced miR-27, miR-125a and miR-195b expression in both cell types, while display opposite regulation in endocardial vs epicardial cells for miR-23b, miR-125b, miR-146b, miR-195a and miR-223 (Figure 8). Bmp4 administration increased miR-27b, miR-125a, miR-125b, miR-195b, miR-223, decreased miR-23b while displayed opposite patterns of regulation for miR-146b, respectively (Figure 8). Fgf2 administration decreased miR-23b, miR-125a, miR-125b and miR-195a while displayed opposite patterns of regulation for miR-100, miR-185b and miR-223 in both cell types, respectively (Figure 8). Fgf8 increased miR-23b, decreased miR-27b and miR-125a in both cell types, while displayed opposite pattern for miR-100, miR-195a, miR-195b and miR-223 (Figure 8).

**FIGURE 8:**
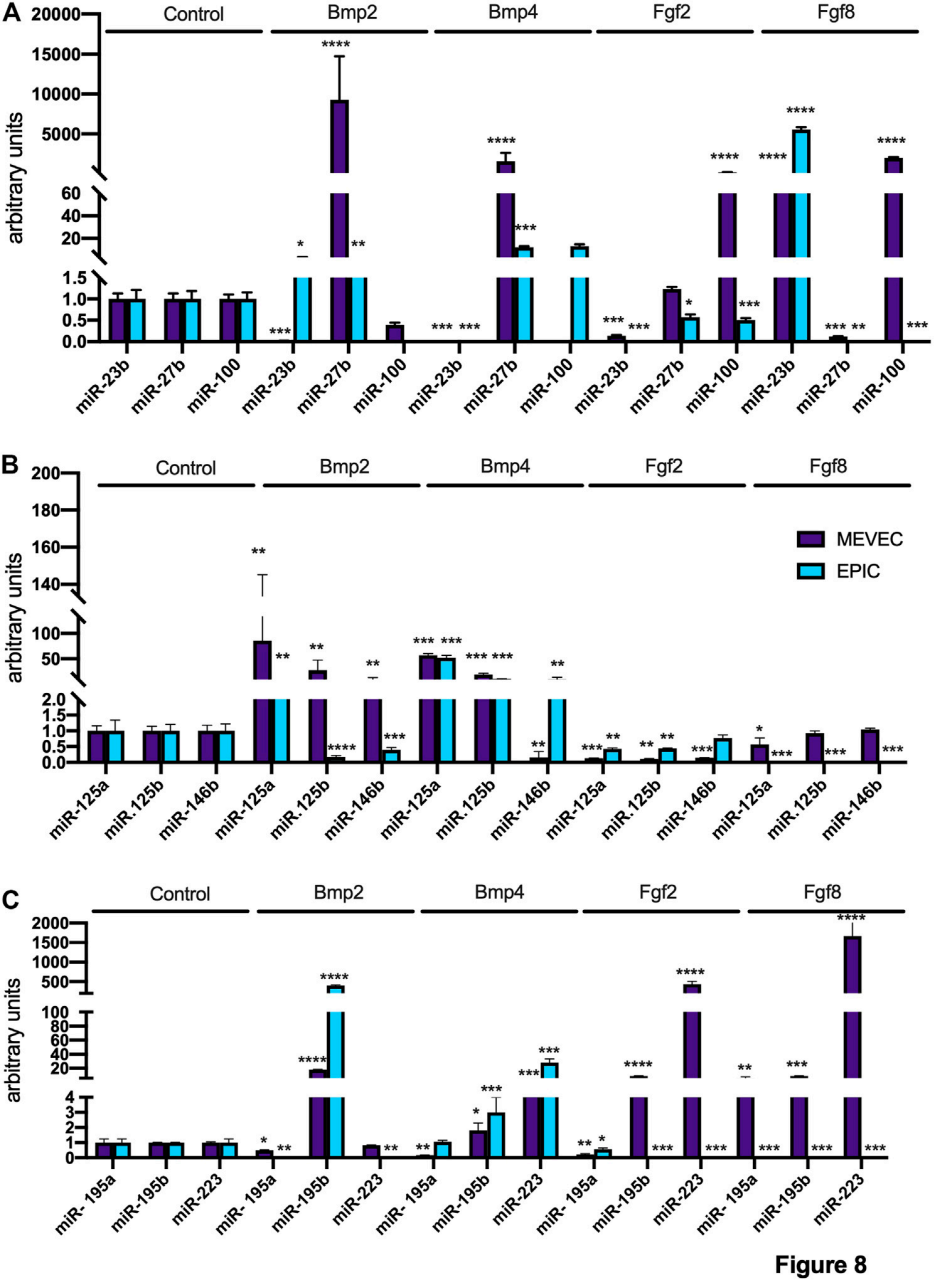
Panel **(A)** RT-qPCR analyses of miR-23b, miR-27b and miR-100 expression after control, Bmp2, Bmp4, Fgf2 and Fgf8 treatments in MEVEC (endocardial) and EPIC (epicardial) cell lines, respectively. Panel **(B)** RT-qPCR analyses of miR-125a, miR-125b and miR-146b expression after control, Bmp2, Bmp4, Fgf2 and Fgf8 treatments in MEVEC (endocardial) and EPIC (epicardial) cell lines, respectively. Panel **(C)** RT-qPCR analyses of miR-195a, miR-195b and miR-223 expression after control, Bmp2, Bmp4, Fgf2 and Fgf8 treatments in MEVEC (endocardial) and EPIC (epicardial) cell lines, respectively. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

We subsequently monitored if these growth factors could influence the expression of molecular markers involved in early (Mef2c, Gata4, Srf, Nkx2.5) and terminal (Tnnt2) differentiation of cardiomyogenesis, fibrogenesis (Col1a1) and epithelial to mesenchymal transition (EMT) (Snai1, Snai2, Cdh5).

Bmp2 and Bmp4 administration did not modify the expression of any early and terminal differentiation markers in any of the 2 cell types analyzed, except for a significant downregulation of Nkx2.5 in EPIC cells **(** Figure 9). On the other hand, Fgf2 and Fgf8 significantly upregulated Mef2c and Tnnt2 expression in MEVEC, while only Fgf2 administration increased Mef2c but not Tnnt2 expression in EPIC cells (Figure 9). Furthermore, both growth factors, i.e. Fgf2 and Fgf8, decreased Nkx2.5 expression in MEVECs and Srf in EPIC while only Fgf2 administration resulted in down-regulation of Nkx2.5 and Tnnt2 in EPIC cells (Figure 9). Overall, these data demonstrate that only Fgf2 and Fgf8 are inducing terminal cardiomyocyte differentiation in MEVEC but not in EPIC cells.

**FIGURE 9:**
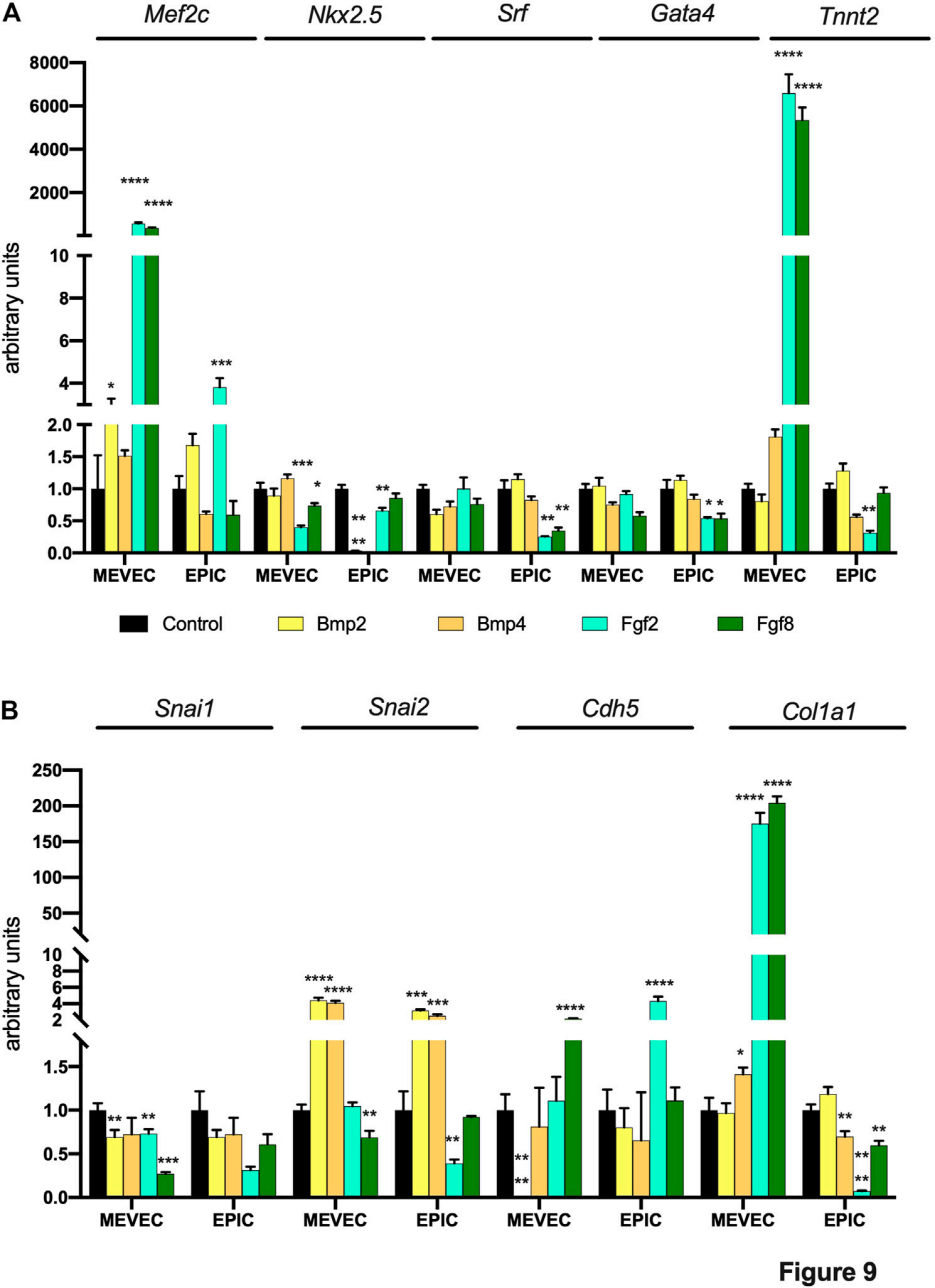
Panel **(A)** RT-qPCR analyses of Mef2c, Nkx2.5, Srf, Gata4 and Tnnt2 expression after control, Bmp2, Bmp4, Fgf2 and Fgf8 treatments in MEVEC (endocardial) and EPIC (epicardial) cell lines, respectively. Panel **(B)** RT-qPCR analyses of Snai1, Snai2, Cdh5 and Col1a1 expression after control, Bmp2, Bmp4, Fgf2 and Fgf8 treatments in MEVEC (endocardial) and EPIC (epicardial) cell lines, respectively. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Analyses of EMT inductors demonstrated that Bmp2 and Bmp4 can enhance the expression of Snai1 in MEVEC cells and Snai2 in EPIC cells, while Cdh5 expression is only downregulated in MEVEC cells by Bmp2 expression (Figure 9). On the other hand, Fgf2 and Fgf8 administration do not modify, or if any decreased, the expression of Snai1 and Snai2 in both cell types. Cdh5 expression is up-regulated by Fgf8 in MEVEC and by Fgf2 in EPIC cells. Fibrogenic marker Col1a1 is significantly upregulated in MEVEC but not in EPIC cells by Fgf2 and Fgf8, while Bmp2 and Bmp4 administrations does not significantly alter its expression in any of the 2 cell types analyzed (Figure 9).

Overall, these data illustrate that these growth factors can distinctly modulate the expression of different microRNAs, previously reported to inhibit (miR-23b, miR-27b and miR-100), to mildly promote (miR-125a, miR-125b, miR-146b) or to substantially enhance (miR-195a, miR-195b, miR-223) cardiomyogenesis in chicken PE/ST. Surprisingly, none of tested growth factor distinctly enhanced or decreased the expression of these microRNAs, i.e. suggesting promotion or inhibition of cardiomyogenesis. Furthermore, Fgf2 and Fgf8, but not Bmp2 or Bmp4, can induced expression of cardiomyocyte terminal differentiation marker in endocardial but not in epicardial cells.

Additionally we also tested whether novel Bmp and Fgf family members with enhanced expression in PE/EE transition, might similarly modulate the expression of these microRNAs and/or distinct lineage markers. All growth factor tested significantly decreased the expression of miR-23b, miR-27b and miR-100 in MEVEC cells, except Bmp10 that enhanced expression of miR-100. Curiously, expression of these microRNAs is enhanced in EPIC cells for Fgf10, Bmp7 and Bmp10, except for miR-27b that is decreased by Bmp10 administration **(** Figure 10A). Similarly, all growth factor tested decreased the expression of miR-125a and miR-125b in MEVEC cells or show no significant differences whereas Bmp7 and Bmp10 significantly up-regulated them in EPIC cells. In addition, Fgf10 also upregulates miR-125b in EPIC cells (Figure 10B). On the other hand, miR-195a and miR-195b are significantly downregulated by all growth factors tested in MEVEC except for Bmp10 does not alter miR-195a expression and increased miR-195b expression while miR-223 is significantly upregulated by Fgf5 and Bmp10 and down-regulated by Fgf10, Bmp6 and Bmp7 in MEVEC cells (Figure 10C). Importantly, Fgf10, Bmp7 and Bmp10 significantly upregulate miR-195a, miR-195b and miR-223 in EPIC cells, while the other growth factors tested decreased or did not modify their expression in this cell line (Figure 10C).

**FIGURE 10:**
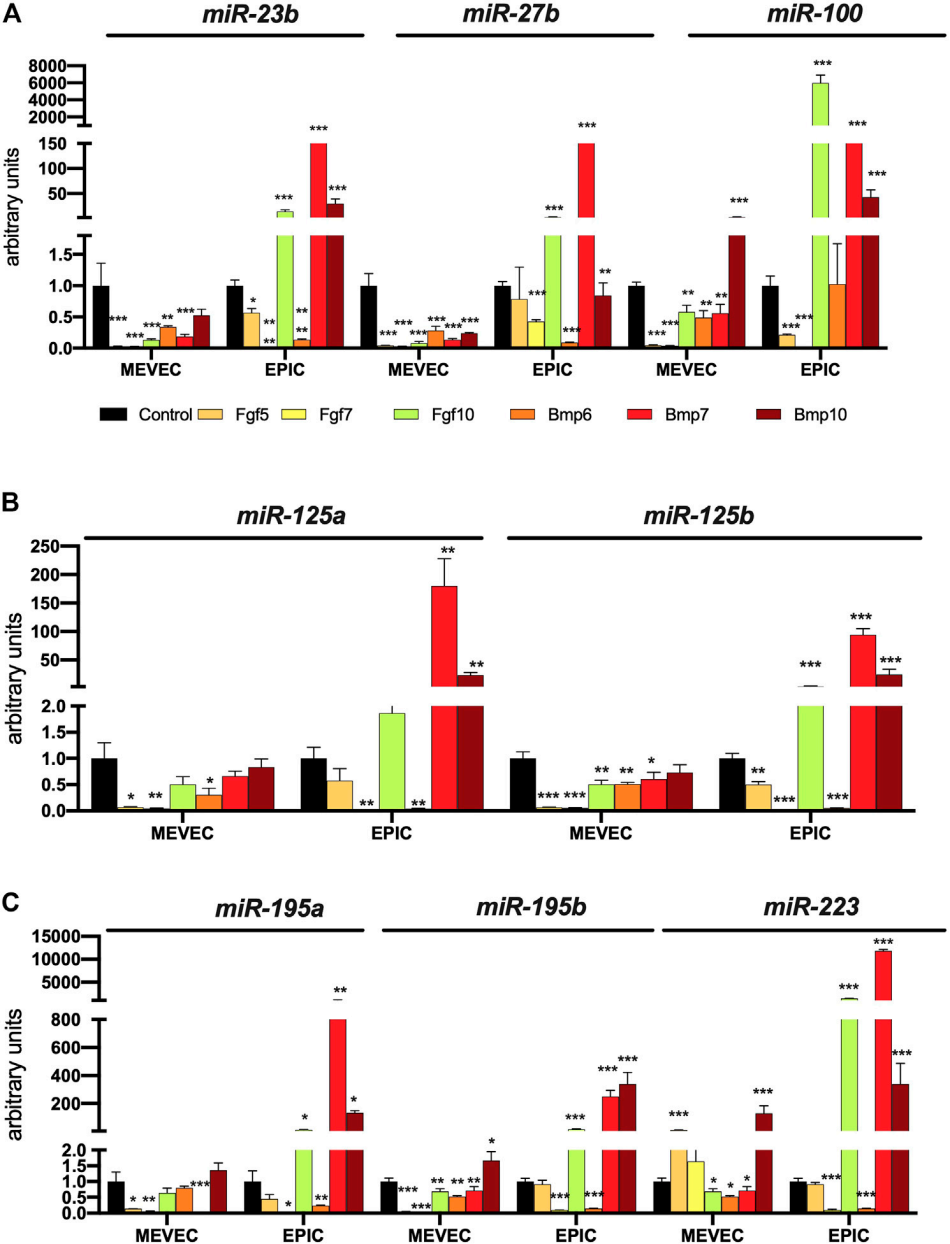
Panel **(A)** RT-qPCR analyses of miR-23b, miR-27b and miR-100 expression after control, Bmp6, Bmp7, Bmp10, Fgf5, Fgf7 and Fgf10 treatments in MEVEC (endocardial) and EPIC (epicardial) cell lines, respectively. Panel **(B)** RT-qPCR analyses of miR-125a, miR-125b and miR-146b expression after control, Bmp6, Bmp7, Bmp10, Fgf5, Fgf7 and Fgf10 treatments in MEVEC (endocardial) and EPIC (epicardial) cell lines, respectively. Panel **(C)** RT-qPCR analyses of miR-195a, miR-195b and miR-223 expression after control, Bmp6, Bmp7, Bmp10, Fgf5, Fgf7 and Fgf10 treatments in MEVEC (endocardial) and EPIC (epicardial) cell lines, respectively. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Lineage marker analyses after Bmp and Fgf administration showed that none of them is capable of enhancing early cardiomyogenic lineage markers in MEVEC cells, and most of them lead to significant downregulation, except for Bmp7 administration that resulted in significant upregulation of terminal cardiomyocyte differentiation marker Tnnt2 (Figure 11A). Within EPIC cells, only upregulation of early cardiomyocyte differentiation markers is observed, particularly Mef2c, but expression of Tnnt2 is either not altered or significantly downregulated by all growth factors tested.

**FIGURE 11:**
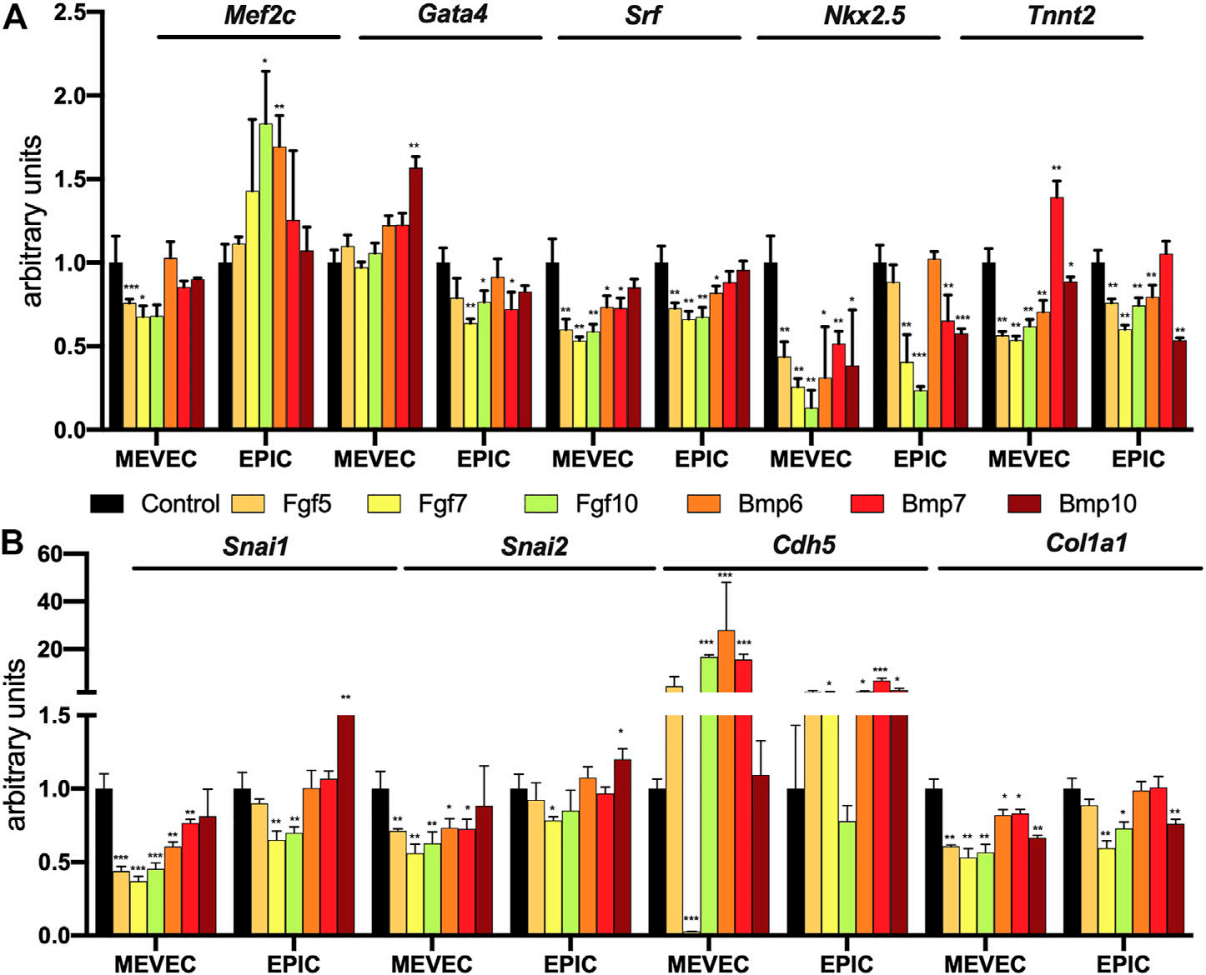
Panel **(A)** RT-qPCR analyses of Mef2c, Nkx2.5, Srf, Gata4 and Tnnt2 expression after control, Bmp6, Bmp7, Bmp10, Fgf5, Fgf7 and Fgf10 treatments in MEVEC (endocardial) and EPIC (epicardial) cell lines, respectively. Panel **(B)** RT-qPCR analyses of Snai1, Snai2, Cdh5 and Col1a1 expression after control, Bmp6, Bmp7, Bmp10, Fgf5, Fgf7 and Fgf10 treatments in MEVEC (endocardial) and EPIC (epicardial) cell lines, respectively. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Similarly, EMT instructive genes such as Snai1 and Snai2 are significantly down-regulated in MEVEC cells and EPIC cells, except for Bmp10 that enhanced Snai1 and Snai2 expression in EPIC cells. In line with this findings, Cdh5 is upregulated in all experimental conditions in both cell lines, particularly for Fgf10, Bmp6 and Bmp7 in MEVEC cells (Figure 11B) and Fgf7, Fgf10, Bmp6, Bmp7 and Bmp10 in EPIC cells. Fibrogenic marker analyses also demonstrate that all Bmp and Fgf treatments both cell types leads to downregulation of Col1a1 expression (Figure 11B). These data demonstrate that none of the Bmp and Fgf treatments reported herein lead to cardiomyocyte differentiation in epicardial cells and only Bmp7 is capable of inducing terminal differentiation in endocardial cells. In addition, EMT and fibrogenic differentiation are similarly halted in both cell lines by all growth factors analyzed.

## Discussion

The role distinct microRNAs during cardiovascular development has been widely demonstrated (Xin et al., 2013; Wojciechowska et al., 2017; Kalayinia et al., 2021). Conditional deletion of *Dicer* in the developing heart (Saxena and Tabin, 2010) or even specifically in the developing epicardium (Singh et al., 2011) leads to cardiovascular defects. Furthermore miR-1 mutants (Zhao Y. et al., 2007; Heidersbach et al., 2013) and miR-126 (Fish et al., 2008) are embryonic lethal due to cardiovascular alterations. Additional evidences on the role of distinct microRNAs during cardiogenesis have been reported for miR-130 in cardiomyogenic mesoderm determination (Lopez-Sanchez et al., 2015b), and for miR-23 and miR-199 in endocardial cushions formation (Lagendijk et al., 2011; Bonet et al., 2015). We have recently demonstrated that administration of miR-195 and/or miR-223 in enhances PE/ST-derived cardiomyogenesis in chicken (Dueñas et al., 2020). However, we demonstrated herein that such inductive roles are not conserved in mouse PE/ST explants. Such discrepancies might be related to the distinct morphogenetic events during PE development between mouse and chicken (Shulte et al., 2007) and thus that distinct signaling pathways that are involved (Shulte et al., 2007).

Bmp and Fgf have been reported to play essential roles in multiple aspects of embryogenesis (Ornitz and Itoh, 2015; Ornitz and Marie, 2015; Wu et al., 2016; Graf et al., 2016; Salazar et al., 2016; Zinski et al., 2018; Xie et al., 2020; Mossahebi-Mohammadi et al., 2020). In particular, during heart development, Bmp have been involved in early cardiogenic precursor determination (Lopez-Sanchez et al., 2002; López-Sánchez and García-Martínez, 2011) and also in later developmental states of myocardial growth and/or valvular development (Delot, 2003; Chen et al., 2004; Kruithof et al., 2012; Garside et al., 2013). Within the PE/ST development, distinct Bmp and Fgf have been reported during chicken development, demonstrating that Bmp2 and Bmp4 enhance cardiomyocyte commitment of precardiac mesoderm while Fgf2 and Fgf8 provide signaling cues to direct these cells into the PE lineage (Kruithof et al., 2006). We recently demonstrate that microRNAs involved in PE/ST-derived cardiomyogenesis are distinctly regulated by Bmp2/Bmp4, Fgf2/Fgf8 (Dueñas et al., 2020). Given the fact that miR-195 and miR-223 administration does not enhanced PE/ST cardiomyogenesis in mice, thus it might be plausible that such regulatory pathway is impaired in mice. Our data demonstrate primarily Fgf2 and Fgf8 enhanced expression of miR-195a, miR-195b and miR-223, while only Bmp2 enhanced miR-195b and Bmp4 enhanced miR195a, yet in any case early or terminal cardiomyocyte differentiation is increased in mouse PE/ST explants. Thus, these data suggest that alternative pathways might be involved regulating these PE/ST-derived cardiomyogenesis enhancing microRNAs. Curiously, neither Bmp2/Bmp4 and/or Fgf2/Fgf8 elicited modulation on EMT and fibrogenic markers, supporting a limited role of these growth factors directing key developmental processes during PE/ST development in mice.

Distinct regulatory roles were observed in epicardial and endocardial cell lines. Bmp2/Bmp4 and Fgf2/Fgf8 distinctly modulate the expression of microRNAs that inhibit PE/ST-derived cardiomyogenesis (miR-23b, miR-27b and miR-100), preferentially up-regulating them in MEVEC cells while down-regulating them in EPIC cells. For those microRNAs that mildly enhance early cardiomyogenesis markers (miR-125a, miR-125b and miR-146b) Bmp2 leads to upregulation in MEVEC but not in EPIC cells while Bmp4 enhanced it in both cell lines. Surprisingly, those microRNAs that enhance cardiomyocyte terminal differentiation (miR-195a, miR-195b and miR-223) were similarly up-regulated in both cell lines by Bmp2 and Bmp4 but up-regulated only in endocardial cells by Fgf2 and Fgf8. In line with these findings, terminal cardiomyocyte differentiation is elicited exclusively in endocardial cells by Fgf2 and Fgf8. In addition EMT induction is similarly increased in both cells lines by Bmp2 and Bmp4, in line with previous findings in other embryonic contexts (Ma et al., 2005; Inai et al., 2008; Cai et al., 2011; Townsend et al., 2011; Inai et al., 2013; Richter et al., 2014), while fibrogenesis is exclusively increased by Fgf2 anf Fgf8 in endocardial but not in epicardial cells.

As revealed by RNAseq analyses during PE development in mice, several additional Bmp and Fgf family members (Bmp6, Bmp7, Bmp10, Fgf5, Fgf7 and Fgf10). are differentially expressed, suggesting a plausible role during PE development in mice. 

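Of these genes, Bmp10 and Fgf10 were called. Fgf10 stayed higher in PE under each of 14 alternative settings, with a log2 fold change from -3.66 to -2.57 and adjusted p-values from 3.07e-07 to 0.0383. Bmp10 stayed called under 12 of 14, with a log2 fold change from -2.62 to -2.14 and adjusted p-values from 7.1e-06 to 0.0693. The settings were other tools, normalizations, filters and limits, the replicate number as a block, and each library left out in turn. Among them, dropping the fold limit could add a call but not end one. Bmp6 was called under 2 of 14 (log2 fold change from 1.27 to 1.77), Bmp7 under 2 of 14 (from -1.03 to -0.78) and Fgf7 under 1 of 14, without EE2, where both remaining EE libraries held 0 counts of it. Fgf5 was called under 0 of 14, with a log2 fold change from -0.44 to 0.14 and adjusted p-values from 0.382 to 0.991. Part of the exons of Bmp6, 5.74% of the bases, overlaps Txndc5 on the other strand.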

Curiously, Fgf8 expression was not detectable in PE/EE mouse tissues, suggesting that it might not be relevant for mouse PE development, in line with our findings *in vitro*.

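Fgf17, which belongs to the same subfamily as Fgf8, had 1, 0 and 2 counts in the PE libraries and 0 counts in each EE library. Fgf18, the remaining member, had 16, 5 and 13 counts in the PE libraries and 121, 147 and 204 counts in the EE libraries. Of 22 Fgf ligand genes in the table of counts, the intracellular subfamily included, 13 had at least 1 count in at least 3 of the 6 libraries, and 8 reached 1 CPM in at least 3.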

Bmp6 and Bmp7 are required for endocardial cushion formation during heart development (Kim et al., 2001), yet no evidences of their functional role and/or expression have been reported to date in the PE. The role of Bmp10 have been reported in different aspect of cardiac development (Neuhaus et al., 1999; Chen et al., 2004; Somi et al., 2004; Teichmann and Kessel, 2004; Huang et al., 2012; Capasso et al., 2020), yet no role in PE development is provided to date. While no evidences have been reported for Fgf5 and Fgf7 during heart development or PE development, Fgf10 have been implicated during both heart development (Kelly et al., 2001; Chan et al., 2010; Watanabe et al., 2010; Vega-Hernández et al., 2011; Rochais et al., 2014; Hubert et al., 2018) and PE formation (Torlopp et al., 2010). Thus, we identified herein novel Bmp and Fgf family members with potential implication in mouse PE/ST development.

Importantly, administration of different Fgf and Bmp growth factors to murine PE/ST explants distinctly modulate the expression of microRNAs that inhibit PE/ST-derived cardiomyogenesis (miR-23b, miR-27b and miR-100) as well as those that mildly enhance early cardiomyogenesis markers (miR-125a, miR-125b and miR-146b). However, none of them significantly up-regulate those microRNAs that enhance cardiomyocyte terminal differentiation (miR-195a, miR-195b and miR-223). In line with these results, no terminal differentiation up-regulation is observed in PE/ST explants. On the other hand, EMT induction is documented after Bmp6 and Bmp10 administration and severely blocked by Fgf5, Fgf7 and Fgf10. Overall, these data support the notion that these growth factors do not play a functional role enhancing cardiomyogenesis in the mouse PE and provide novel insights into the plausible role of Bmp10, Fgf5, Fgf7 and Fgf10 regulating cardiovascular EMT, as reported for, e.g. Fgf10, in other biological contexts (Abolhassani et al., 2014; Farajihaye Qazvini et al., 2019).

microRNA regulation by Fgf and Bmp family members is distinctly observed in epicardial and endocardial cell lines. Fgf10, Bmp7 and Bmp10 resulted in sustained upregulation of all cardiomyogenic inductive and inhibiting microRNAs in EPIC but not in MEVEC cells, supporting the notion of complex genetic post-transcriptional regulatory mechanisms driven by these growth factors. In this context, the end result is that neither early (with the exception of Mef2c) nor late cardiomyogenic terminal differentiation is achieved in any of the 2 cell types, except for Bmp7 in MEVEC cells. Thus, these data suggest that Bmp7 can be taken over the regulatory roles of other Bmp family members during PE/ST mouse development, yet it is highly intriguing that such effects are only observed in endocardial but not in epicardial cells. Additional experiments are required to fully understand these discrepancies.

Moreover, all Bmp and Fgf family members tested inhibited EMT, as Snai1 and Snai2 are preferentially downregulated and Cdh5 is upregulated, with the exception of Bmp10 in epicardial cells. Thus, these data further support the previous findings in PE/ST explants, highlight the plausible novel role of Fgf5, Fgf7, Fgf10, Bmp6, Bmp7 and Bmp10 in EMT regulation.

In summary, we demonstrated herein that PE/ST-derived cardiomyogenesis is distinctly regulated during chicken and mouse development. Distinct Bmp and Fgf family members play fundamental roles regulating miR-195/miR-223 expression in chicken PE/ST, that ultimately lead to enhanced cardiomyogenesis in chicken (Dueñas et al., 2020). However, such regulatory effects are not conserved in mouse PE/ST explants.

## Data Availability

RNAseq data were uploaded into Gene Expresssion Onmibus platform with accession number GSE189344. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189344

# Supplementary material for: The Role of Bmp- and Fgf Signaling Modulating Mouse Proepicardium Cell Fate
**Source:** Front Cell Dev Biol. 2022 Jan 4;9:757781. doi: 10.3389/fcell.2021.757781
**Supplement:** Supplementary file 1

Gene	Forward (5'-3')	Reverse (5'-3')
<i>Mef2c</i>	TCCACCTCGGCTCTGTAAC	CAGCTGCTCAAGCTGTCAAC
<i>Nkx2.5</i>	TTGGCGTCGGGGACTTGAAC	GGTGGGTGTGAAATCCGAGGGAC
<i>Srf</i>	GCTCAATGCCTTCTCTCAGG	CCCTATCACAGCCATCTGGT
<i>Gata 4</i>	TCTCACTATGGGCACAGCAG	CGAGCAGGAATTTGAAGAGG
<i>Tnnt2</i>	TTCGACCTGCAGGAAAAGTT	GCACAGCTTTGACGAGAACA
<i>Snai1</i>	CTTGTGTCTGCACGACCTGT	AGTGGGAGCAGGAGAATGG
<i>Snai2</i>	CATTGCCTTGTGTCTGCAAG	GATGTGCCCTCAGGTTTGAT
<i>Cdh5</i>	TGCATCCTCACCATCACAGT	AGTGACCAACTGCTCGTGAA
<i>Col1a1</i>	CACTGCAAGAACAGCGTAGC	GACTGTCTTGCCCCAAGTTC
<i>Wt1</i>	ACCATCTGAAGACCCACACC	TCTGATGCATGTTGTGATGG
<i>Tcf21</i>	CGCTCACTTAAGGCAGATCC	TCACCACTTCCTTCAGGTCA
<i>Tbx18</i>	GGCCATCATTACGGACTCTC	GGAGCAAGAGGATCCAGACA

Supplementary Table 1. Nucleotide sequences of the oligonucleotides used for qPCR analyses

How the deposited data were processed for this re-analysis (not part of the article)

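Gene expression was measured by mRNA sequencing and by small RNA sequencing in mouse PE at E9.5 and EE at E10.5, with 3 libraries per stage and assay. Libraries were grouped by stage and replicate as the sample labels and the paper give them. The column names call the EE libraries by an abbreviation of epicardium-derived cells, the only group of the series besides PE, and their numbers were read as those of the EE samples. The labels describe separate pools of embryos, while the paper gives litters per stage. PE was dissected and EE sorted, so every difference between the stages is also a difference between ways of collection.

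The authors deposited 1 table of counts per assay, with 55228 genes and 1966 mature miRNAs, as whole numbers that were not normalized. For the mRNA libraries the paper states that reads were quantified with RSEM on the mm10 transcriptome, and for the small RNA libraries that they were aligned to mm10 with HISAT2 and counted with featureCounts on the miRBase annotation. The submitters' processing notes list Trim Galore 0.4.3.1, STAR and featureCounts for all libraries. The paper states that counts were normalized by TPM and TMM and transformed to a log2 scale, and that fold changes and corrected p-values were calculated, and its text names no test for these data beyond unpaired t-tests for datasets in general. Gene positions were taken from GENCODE annotation of GRCm38, which was also used to find genes that overlap a named gene.

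From the deposited counts, TMM factors were computed and the stages were compared with edgeR 4.0.16 (quasi-likelihood test) in R 4.3.3. A gene entered with at least 1 count in at least 3 of the 6 libraries, and a miRNA with at least 1 count in all 3 libraries of a stage, after the paper's filters. The call took a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.584. The standard error of a fold change is its size over the square root of the test's F value. For a count of 0 the floor is 3 counts, which covers counting error only. The mRNA libraries held 18464362 to 25814015 counts and the small RNA libraries 35576 to 152075. The common dispersion, a measure of spread between replicates, was 0.164 for mRNA and 0.979 for miRNA. The median log2 fold change of all tested was -0.06 for mRNA and -0.77 for miRNA, and library size alone shifted it by -0.12 and 0.22.

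Gene lists of signalling families, cell types and processes were fixed before the data were examined. For each, members called were counted, over all genes and over the list alone, and lists with at least 5 tested members were set against all other genes with camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated one. With the estimate, the adjusted p rose also for lists whose estimate lay below the preset value. A call lost with the estimate therefore need not come from correlated members. Genes to name were taken from a rule, and the text gives only part of those it took. It took every gene of Figure 4, Fgf8, the qPCR genes and miRNAs, the 8 called genes with the largest fold change in each direction among those whose stages did not overlap, with at least 10 CPM (50 CPM for miRNAs) in the higher stage, and up to 4 called members of each list with the highest level. Figure 4 had been seen when this rule was written. Gdf2 and Fgf17 were named after their values were seen. Fgf14 is drawn in a figure as a member of its list.

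The alternatives fixed before the data were examined were DESeq2 1.42.0 with its size factors, RLE factors, library size alone, the filterByExpr filter, no filter, no fold limit, limma on log2(normalized count + 1), the replicate number as a block, and each library left out in turn. Dropping the fold limit can add calls but cannot end one, so a call kept under it says nothing on stability. After seeing the data, 2 alternatives were added for the miRNAs: sets of identical counts kept once, and all libraries thinned to the lowest total.

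The tests were tested on simulated counts with known changes, drawn with the dispersions of the real genes. Over 23853 mRNA genes, edgeR recovered 27.3% of genes changed by a log2 of 1, 83.6% of those changed by 2 and 98.5% of those changed by 4, and called 24 unchanged genes. Over 295 miRNAs edgeR recovered 0% at a log2 of 1, 0% at 2 and 60% at 4, and called 0 unchanged miRNAs. The largest of these changes was added, and the changed list given to camera altered, after a first version with the smaller ones alone had recovered 0% of the miRNAs. Changed genes were drawn from those at 1 CPM or more and changed miRNAs from those at 50 CPM or more, so these shares do not hold for rarer ones. Fewer were changed than were called in the real libraries. As the adjusted p depends on that number, these shares are not the power of the real comparison.

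Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Measurements of the explants and cell lines by qPCR were not analysed here.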

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

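The tests of liver bud cells, of a lower share of epicardial cells, and of both explanations of the immediate early genes were chosen after the result was seen, and so were the thinning of the small RNA libraries and the counting of identical miRNAs once.

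Of 20 hepatoblast markers, 19 were higher in PE, a group of genes that the paper does not discuss. Endothelial (9 of 16) and endoderm markers (7 of 10, and 4 without EE2) were also higher in PE, while 10 of 20 cardiomyocyte markers were higher in EE (camera adjusted p = 5.67e-10, and adjusted p = 0.244 with an estimated correlation). The markers of other cell types were thus not all raised alike in PE. This cannot decide on a lower share of epicardial cells in PE, which stays open. Cardiomyocyte transcripts in EE may come from the tissue that was sorted, and the share was not measured at either stage. Liver bud cells in the dissected tissue, which the EE sort would remove, and expression of these genes by PE or septum transversum cells themselves both stay open. The 19 markers prompted the first of these explanations and so cannot support it, and the levels of Afp, Fgb, Ttr and the liver miRNA miR-122-5p do not tell which cells held them. Of the list, 10 genes also reach 1 CPM in EE and 2 are in another list.

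Of 19 immediate early and dissociation stress genes, 10 were higher in EE (11 when adjusted over the list alone, camera adjusted p = 6.55e-11, and adjusted p = 0.163 with an estimated correlation). Fos was at 4.04 ± 1.24 CPM in PE and 499.9 ± 266 CPM in EE, and Ier3, Zfp36 and Btg2 had log2 fold changes of 3.17, 3.07 and 2.68. Dissociation and sorting of the EE cells may have induced them, but each of the 10 is as well explained by the stage, because every EE library was sorted and no PE library was, and these cannot be told apart. Stronger Fgf signalling at E10.5 was set against 11 Fgf response genes, of which 3 were higher in EE, and this leaves it open, the more so as the bound of fewer than 3 was set after that number was seen.

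Of the miRNAs tested, 83 were higher in PE and 11 were higher in EE, and the paper reports no comparison of miRNAs between these stages. Lower depth of the EE libraries does not account for this: with all libraries thinned to the lowest total, a median of 73 (63 to 80 over 20 draws) were higher in PE and 11 (8 to 14) in EE. Nor does double counting at overlapping loci, since with 16 sets of miRNAs of identical counts kept once, 71 were higher in PE and 8 in EE. The asymmetry in number narrowed to 7 and 3 without PE1 and to 16 and 5 with the replicate number as a block, and widened to 132 and 8 without PE3. Those higher in PE made 88.3% of calls with all libraries, 70% without PE1, 76.2% with the block and 94.3% without PE3. The median log2 fold change of all tested miRNAs was -0.77, and with library size alone in place of TMM 72 were higher in PE and 13 in EE. Scaling between the libraries and differences in cell makeup, stage and collection stay open, as untested.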

How the results depend on the processing

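The comparisons of identical miRNA counts and of thinned libraries were added after seeing the data. Over all alternatives, 77 of 99 named genes and 7 of 40 named miRNAs that were called kept their call in each, as did 1 of 16 lists, and the 4 Fgf ligand genes called were among those called under each alternative. Over genes and alternatives, 83 of 1787 comparisons lost a call, 15 gained one and 11 turned direction, and over miRNAs 134, 3 and 7 of 608. For mRNA, DESeq2 called 1924 genes higher in PE and 1734 higher in EE, 4 Bmp ligand genes in place of 1, and library size alone 2 Bmp ligand genes and 61.8% of calls higher in PE in place of 51.8%. Leaving out a library gave 470 to 1100 genes higher in PE, 563 to 1160 higher in EE, 0 to 2 Bmp and 4 to 5 Fgf ligand genes and 12 to 17 of 29 lists called. With at least 1 CPM in 3 libraries, 15 in place of 23 Bmp and Fgf ligand genes were detected. With an estimated correlation, 1 in place of 13 gene lists and 0 in place of 3 miRNA lists passed camera at the adjusted p limit. Lists whose estimate lay below the preset correlation, such as Dlk1-Dio3 miRNAs (0.0086) and proliferation genes (0.0068), lost their call too. For miRNAs, 53 were higher in PE with the filterByExpr filter and 34 with no filter, 22 were higher in EE with DESeq2 and 4 with no filter, and leaving out a library gave 7 to 132 higher in PE, 3 to 18 higher in EE and 1 to 4 lists called. The cause was not tested, apart from fewer libraries where one was left out. Same-numbered libraries did not deviate together (correlations of -0.2, 0.09 and -0.08 for mRNA and -0.08, 0.02 and -0.07 for miRNA). Differently numbered mRNA libraries ran from -0.33 to 0.32. With 3 libraries per stage, such correlations neither show nor exclude a pairing by number. The replicate block gave 1382 and 1140 mRNA genes, 1 Bmp and 4 Fgf ligand genes and 14 gene lists, and 16 and 5 miRNAs and 3 miRNA lists. Some results that were not called turned direction: Fgf15 to -1.07 with limma and -1.44 with the replicate block, miR-100-5p (mmu-miR-100-5p) to -0.26 with no filter, miR-125a-5p (mmu-miR-125a-5p) to -0.045 with the filterByExpr filter and -0.27 with no filter, and the list: Bmp antagonists at an adjusted p of 0.899 with the filterByExpr filter. With a library left out, the log2 fold change ran from -1.08 to 0.29 for Fgf12, -5.13 to 0.70 for Fgf15 (the lowest, without EE2, is a fitted value against 0 counts in both remaining EE libraries and neither a measured fold nor a bound), -0.44 to 0.14 for Fgf5, -0.036 to 0.25 for Fgfr2, -1.09 to 0.56 for Snai1, -0.21 to 0.77 for mmu-miR-100-5p, -0.40 to 0.38 for mmu-miR-125a-5p and -1.71 to 0.11 for mmu-miR-23b-3p. The adjusted p ran from 0.652 to 0.962 for the list: Bmp receptors, 0.530 to 0.999 for the list: Bmp antagonists, 0.120 to 0.925 for the list: Wnt ligands, 0.122 to 0.999 for the list: erythroid markers and 0.301 to 0.717 for the list: retinoic acid pathway. Of the 10 splits of the 6 libraries into 3 and 3, the real one called 2237 mRNA genes and 94 miRNAs and the highest other 0, and 10 splits are too few for a share under 0.05, as the real one alone (1 of 10) makes 0.1. At the depth and spread of the small RNA libraries, edgeR recovered 0% of simulated changes by a log2 of 2, against 83.6% in the mRNA libraries, although miRNAs with smaller changes, such as miR-541-5p at -1.35, were called in the real libraries. The simulation changed 20 miRNAs and 66 or 67 genes per size, fewer than were called in the real libraries. The adjusted p depends on how many change, so these shares are not the power of the real comparison.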

Differences from the paper's values

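The paper gives no values for these data, only genes and stages, and states the limits used here and, for datasets in general, unpaired t-tests. Of 7 Bmp genes that it places at 1 stage, 1, Bmp10, passed the test, and the fold change ran as stated in 7, which for Bmp3 rests on 10, 0 and 0 counts in PE against 10, 0 and 4 in EE (adjusted p = 0.838). Bmp4, Bmp5 and Bmp7, stated as highly expressed in PE, had log2 fold changes of -0.73, -0.60 and -0.87 and were not called, and Bmp2 and Bmp6, stated with Bmp3 as enhanced in EE, had 1.07 and 1.48 and, like Bmp3, were not called. On simulated mRNA counts, edgeR recovered 27.3% of genes changed by a log2 of 1. A gene not called at such a fold change is thus not shown to be equal at both stages, and high expression in PE is a statement on level. Of 8 Fgf genes that the paper places at 1 stage, 4 passed, Fgf10 for PE and Fgf1, Fgf9 and Fgf18 for EE. The fold change ran as stated in 8, although that of Fgf12 (log2 fold change -0.15, adjusted p = 0.933) turned to 0.29 without PE1, 0.028 without EE1 and 0.27 without EE3. Fgf7, Fgf11 and Fgf12 for PE and Fgf2 for EE were not called, and Fgf5, which it places at both stages, had a log2 fold change of -0.09.

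Of the alternatives fixed before the data were examined, DESeq2 calls Bmp2, Bmp6 and Bmp7 (adjusted p = 0.0374, 0.0458 and 0.00988). Each was higher at the stage where the paper, which gives no test result for them, places it. Library size alone calls Bmp7 (adjusted p = 0.0486), leaving out EE3 calls Bmp6 (adjusted p = 0.0367) and Fgf2 (adjusted p = 0.0188), and leaving out EE2 calls Fgf7 (adjusted p = 0.0231). Over all alternatives the adjusted p ran from 0.0374 to 0.320 for Bmp2, 0.0367 to 0.426 for Bmp6, 0.00988 to 0.298 for Bmp7, 0.0188 to 0.614 for Fgf2 and 0.0231 to 0.392 for Fgf7. With limma on log2(normalized count + 1), no further gene of these was called. On simulated mRNA counts, DESeq2 called 57 unchanged genes, edgeR 24 and limma 1. Of genes changed by a log2 of 1, they recovered 33.3%, 27.3% and 7.58%, so DESeq2 found more true changes as well as more false ones. No alternative called Bmp3, Bmp4, Bmp5, Fgf5, Fgf11 or Fgf12, for which the lowest adjusted p was 0.659, 0.0710, 0.157, 0.382, 0.282 and 0.404.

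The paper states that Fgf8 was not detected, and the table holds 3 counts of it in PE2 and 0 in the other libraries. Among the paper's own epicardial markers, Wt1, Tcf21 and Tbx18 were higher in EE, which was sorted from mice of a Wt1 reporter line.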

Other observations

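Of 10 mitochondrially encoded genes, 9 were higher in EE (also 9 when adjusted over the list alone, camera adjusted p = 3e-08, and adjusted p = 0.244 with an estimated correlation), and together they took 0.626% to 0.858% of the counts in PE and 1.28% to 2.43% in EE. Wnt ligands went both ways. Wnt2 fell from 374 ± 72.3 CPM (SD, n = 3) in PE to 66.2 ± 16.6 CPM (SD, n = 3) in EE, while Wnt5a rose from 5.24 ± 0.211 to 51.7 ± 11.1 CPM and Wnt11 and Wnt9a had log2 fold changes of 2.25 and 2.51. Of 13 tested, 4 were higher in EE and 1 in PE (4 and 3 when adjusted over the list alone), and the median log2 fold change of -0.2 and the camera test, which leaned to EE with an adjusted p of 0.404, differ in sign. In the retinoic acid pathway, Aldh1a1 and Aldh1a2, which make retinoic acid, were higher in EE (log2 fold changes of 4.49 and 2.83), while Crabp2, which carries it in the cell, was higher in PE (-2.43), and of 14 genes 4 were higher in PE and 2 in EE (6 and 3 when adjusted over the list alone), with 2 higher in PE without PE1 and 1 without PE2. Dcn and Sparc, of the extracellular matrix, had log2 fold changes of 4.04 and 2.02, and 4 of 16 fibroblast and matrix genes were higher in EE and 1 in PE (7 and 2 when adjusted over the list alone), with 2 higher in PE without PE1 or EE1.

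Of 18 Hox genes, 4 were higher in PE (8 when adjusted over the list alone, camera adjusted p = 8.63e-06, and adjusted p = 0.244 with an estimated correlation). Hoxb1 was at 26.2 ± 4.87 CPM in PE and 1.25 ± 1.38 CPM in EE, while the call of Hoxb4 was lost without PE1, PE2, PE3 or EE1 and that of Hoxc5 without PE1, EE1 or EE3. Of 18 proliferation genes, 4, Top2a, Bub1, Aurka and Aurkb, were higher in PE (also 4 when adjusted over the list alone, camera adjusted p = 0.00758, and adjusted p = 0.163 with an estimated correlation), and each of the 4 lost its call without PE2, without PE3 and without at least 1 EE library. Adm and Bnip3, which respond to low oxygen, were higher in PE by log2 fold changes of -3.00 and -1.50, while Vegfa was higher in EE by 1.27, a call that was lost without PE1, PE2, PE3 or EE2. Of 15 hypoxia and glycolysis genes, 3 were higher in PE, 2 were higher in EE and 10 did not pass (5 and 2 when adjusted over the list alone, camera adjusted p = 0.123). Without PE1 the camera test of this list: hypoxia and glycolysis genes, passed (adjusted p = 0.0252). Of 14 macrophage and leukocyte markers, 1, Csf1r, was higher in EE (also 1 when adjusted over the list alone, camera adjusted p = 0.000798, and adjusted p = 0.461 with an estimated correlation), with 5 higher in EE without PE1 and 2 without EE3.

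Klb, the co-receptor of endocrine Fgf ligands, had 0 counts in each EE library and was at least 154-fold higher in PE against a floor of 3 counts per library. Clca3a1 was at 0.0537 ± 0.0930 CPM in PE and 74.7 ± 34.3 CPM in EE, and the chemokine gene Ccl2 was at 0.133 ± 0.199 and 59.8 ± 31.6 CPM. Of 12 qPCR marker genes of Table S1, Wt1, Tcf21 and Tbx18 were higher in EE and Cdh5, a cadherin of endothelial cells, was higher in PE (log2 fold change -2.58), with 6 higher in EE and 1 higher in PE when adjusted over the list alone (camera adjusted p = 0.0102, and adjusted p = 0.163 with an estimated correlation). Of the miRNAs that the study measured by qPCR, miR-100-5p, miR-125a-5p, miR-125b-5p and miR-23b-3p were tested and not called, with levels of 4261, 7343, 4036 and 335 CPM in PE and 5015, 7996, 7734 and 216 CPM in EE. Of these, miR-125b-5p passed with DESeq2, library size alone and limma (adjusted p from 0.00519 to 0.552 over all alternatives). miR-125b-1-3p was called higher in PE and lost its call without PE1, EE1 or EE2, with no filter, and with the replicate number as a block. The remaining arms, those of miR-146b, miR-195a, miR-195b, miR-223 and miR-27b among them, did not have a count in all 3 libraries of a stage and were not tested. Of 5 tested miRNAs of the miR-302-367 and miR-290 clusters, which are expressed in pluripotent cells, 4 were higher in PE (5 when adjusted over the list alone, camera adjusted p = 0.0268, and adjusted p = 0.246 with an estimated correlation), and the camera call was lost without EE1, EE2 or EE3 (adjusted p = 0.133, 0.0567 and 0.0505). These 4, miR-290a-5p, miR-292a-3p, miR-292a-5p and miR-302d-3p, each lost their call without PE1 (adjusted p = 0.0663 for each), miR-292a-5p also without EE2, and all but miR-292a-3p with no filter. All 4 also lost it with the replicate number as a block. They had 0 counts in each EE library and were at least 2.96-, 12-, 2.34- and 2.93-fold higher in PE against a floor of 3 counts. The counts of the first 3 were identical to those of miR-290b-3p, miR-292b-5p and miR-292b-3p.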
